# Distinct inhibitory effects on mTOR signaling by ethanol and INK128 in diffuse large B-cell lymphoma

**DOI:** 10.1186/s12964-015-0091-0

**Published:** 2015-03-01

**Authors:** Krystyna Mazan-Mamczarz, Raymond J Peroutka, James J Steinhardt, Moriah Gidoni, Yongqing Zhang, Elin Lehrmann, Ari L Landon, Bojie Dai, Simone Houng, Parameswary A Muniandy, Sol Efroni, Kevin G Becker, Ronald B Gartenhaus

**Keywords:** mTOR signaling, Translation, EtOH, INK128, DLBCL, Gene expression

## Abstract

**Background:**

The mechanistic target of rapamycin, (mTOR) kinase plays a pivotal role in controlling critical cellular growth and survival pathways, and its aberrant induction is implicated in cancer pathogenesis. Therefore, suppression of active mTOR signaling has been of great interest to researchers; several mTOR inhibitors have been discovered to date. Ethanol (EtOH), similar to pharmacologic mTOR inhibitors, has been shown to suppress the mTOR signaling pathway, though in a non-catalytic manner. Despite population studies showing that the consumption of EtOH has a protective effect against hematological malignancies, the mechanisms behind EtOH’s modulation of mTOR activity in cells and its downstream consequences are largely unknown. Here we evaluated the effects of EtOH on the mTOR pathway, in comparison to the active-site mTOR inhibitor INK128, and compared translatome analysis of their downstream effects in diffuse large B-cell lymphoma (DLBCL).

**Results:**

Treatment of DLBCL cells with EtOH suppressed mTORC1 complex formation while increasing AKT phosphorylation and mTORC2 complex assembly. INK128 completely abrogated AKT phosphorylation without affecting the structure of mTORC1/2 complexes. Accordingly, EtOH less profoundly suppressed cap-dependent translation and global protein synthesis, compared to a remarkable inhibitory effect of INK128 treatment. Importantly, EtOH treatment induced the formation of stress granules, while INK128 suppressed their formation. Microarray analysis of polysomal RNA revealed that although both agents primarily affected cell growth and survival, EtOH and INK128 regulated the synthesis of mostly distinct genes involved in these processes. Though both EtOH and INK128 inhibited cell cycle, proliferation and autophagy, EtOH, in contrast to INK128, did not induce cell apoptosis.

**Conclusion:**

Given that EtOH, similar to pharmacologic mTOR inhibitors, inhibits mTOR signaling, we systematically explored the effect of EtOH and INK128 on mTOR signal transduction, components of the mTORC1/2 interaction and their downstream effectors in DLBCL malignancy. We found that EtOH partially inhibits mTOR signaling and protein translation, compared to INK128’s complete mTOR inhibition. Translatome analysis of mTOR downstream target genes established that differential inhibition of mTOR by EtOH and INK128 distinctly modulates translation of specific subsets of mRNAs involved in cell growth and survival, leading to differential cellular response and survival.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12964-015-0091-0) contains supplementary material, which is available to authorized users.

## Background

The mechanistic target of rapamycin, or mTOR, is a serine/threonine kinase that has been demonstrated to govern a multitude of cellular processes such as survival, growth, metabolism, cell cycle progression, cytoskeletal organization, protein synthesis and autophagy. Functionally, mTOR coordinates the cell’s response to upstream signaling events such as nutrient levels, growth factors, amino acids, oxygen and stress. One or both of the multi-protein mTOR complexes, mTORC1 and mTORC2, convey these signaling events in their activated states. The mTORC1 protein complex contains the unique components of the regulatory associated protein of mTOR (raptor), the proline-rich AKT substrate 40 kDa (PRAS40) and the 12 kDa FK509-binding protein (FKBP12), while mTORC2 exclusively contains the rapamycin-insensitive companion of mTOR (rictor) and the mammalian stress-activated MAP kinase-interacting protein 1 (mSin1) (reviewed by Laplante and Sabatini) [1]. Protein synthesis is the downstream signaling process most frequently studied under the control mTORC1. mTORC1 promotes protein synthesis through the phosphorylation of eukaryotic translation initiation factor 4E (eIF4E) binding protein 1 (4E-BP1) and S6 kinase 1 (S6K1 or p70S6K) (reviewed by Ma and Blenis) [2]. Phosphorylation of 4E-BP1 results in its release of binding to, and inhibition of, eIF4E. eIF4E is then free to form the eIF4F complex and participate in cap-dependent translation. Phosphorylation of p70S6K in turn results in the activation of ribosomal protein S6 (RPS6) and other translational regulators that further enhance translation initiation and elongation. Additionally, active mTORC1 promotes the expression of rRNA and tRNA via interaction with RNA polymerase I (Pol I) and de-repression of Maf1, respectively [3,4]. The summation of active mTORC1 complex’s activities ultimately results in the upregulation of overall protein synthesis while enhancing cell survival mechanisms.

With respect to mTORC1, there has been considerably much less research devoted to the study of the mTORC2 protein complex. It was initially thought that mTORC2 was insensitive to rapamycin, however studies have since demonstrated that long-term treatment can affect mTORC2 signaling in some cell types. Active mTORC2 modulates pathways such as metabolism, survival, apoptosis and growth through the phosphorylation of effector kinases such as the RAC-alpha serine/threonine-protein kinase (AKT) [1]. While the mTORC2 complex partially activates AKT by phosphorylating Ser473, this event facilitates the action of PDK1, which can further enhance the activity of AKT by phosphorylating the Thr308 residue [5]. The activity of the serum/glucocorticoid-regulated kinase 1 (SGK-1) has been demonstrated to rely solely on the activity of the mTORC1 complex. SGK-1 controls FoxO1 and the tumor suppressor FoxO3, modulating both cellular metabolism and survival, respectively [1].

Given the potential power of mTOR signaling with regard to cellular processes, the pathway has been an attractive therapeutic target for various maladies including cancer, type II diabetes, obesity and neurodegeneration. Dysregulation of mTOR signaling in cancer has been observed to result from both aberrant upstream and downstream signaling pathways. Recent studies indicate that mTOR-mediated dysregulation of translation may play a critical role in the development, maintenance and progression of certain malignancies [1]. To date, several rapamycin analogs (rapalogs) have been developed and tested in the clinic, however they have shown limited efficacy. The presence of negative feedback loops, originating from mTOR1 signal transduction, has been proposed as limiting with respect to the rapalogs [1]. Another proposed limitation of rapalog treatment is the partial inhibition of 4E-BP1 [6], which still allows for translation and pro-proliferative/anti-apoptotic signaling in tumors. More recently, two mTOR kinase domain inhibitors (TORKinibs; AZD8055 and INK128) targeting both members of the mTOR complex (mTORC1 and mTORC2), have been developed and are currently being evaluated in several clinical trials [6,7]. Initial results have shown catalytic inhibitors having single-agent activity apparently higher than that seen with rapalogs. Clinical responses to TORKinibs have thus far been seen in patients with non-small cell lung cancer, hepatocellular carcinoma, and estrogen receptor positive breast cancer, with potential utility in diffuse large B-cell lymphoma [8-11].

Together with the rapalogs and recently developed catalytic inhibitors, EtOH has been reported to modulate mTOR signaling and protein synthesis [12-16], yet the mechanisms behind its impact on mTOR component activity (mTORC1 and mTORC2) and its downstream consequences are still under investigation. Interestingly, multiple population studies have shown a decreased incidence of hematological malignancies including leukemia, myeloma, non-Hodgkin lymphoma, and Hodgkin disease [17-21]. Notwithstanding several studies performed on muscle tissue [12,13] or brain cells [22-25], there are very limited studies of EtOH impact on human neoplastic cells [14].

Given that both EtOH and TORKinibs inhibit mTOR signaling, we attempted to systematically compare the effect of EtOH and INK128 on mTOR signal transduction and interaction between components of the mTORC1/2 complexes in diffuse large B-cell lymphoma (DLBCL) malignancy. We used SUDHL-2 cells, representing an aggressive activated B-cell-like (ABC) DLBCL, and SUDHL-4 cells representing germinal center B cell-like (GCB) DLBCL type which usually has a better clinical prognosis. We also evaluated the differences in the mechanisms underlying EtOH and INK128 activity and performed head to head genome-wide characterization of their downstream translationally controlled genes. We found that, in contrast to INK128, which induced complete inhibition of mTORC1 and mTORC2 activity, EtOH decreased mTORC1 activity and complex formation, while concurrently activating AKT phosphorylation and mTORC2 assembly. Consequently, EtOH-triggered suppression of cap-dependent translation and global protein synthesis was less profound as compared to the inhibitory effect of INK128. Importantly, EtOH elicited incomplete inhibition of mTOR signaling and translation while inducing stress granule (SG) assembly, whereas INK128 induced full mTOR inactivation and impaired SG formation. Furthermore, microarray analysis of polysomal RNA revealed that EtOH and INK128, through differential inhibition of the mTOR pathway, distinctly modulated the DLBCL translatome. While both agents primarily affect a group of functionally related mRNAs, which are involved in cell growth and survival, EtOH and INK128 differentially affect the synthesis of distinct subsets of proteins involved in these processes. Finally, both EtOH and INK128 inhibited cell cycle and proliferation, and induced autophagy; EtOH, however, did not induce cell apoptosis. In summary, we provide evidence that EtOH partially inhibits mTOR activity as compared to full inhibition of mTORC1/mTORC2 by INK128 in DLBCL, which results in the differential regulation of downstream mTOR targets and consequent cellular responses.

## Results

### EtOH and INK128 differentially affect mTORC1/2 function in DLBCL cell lines

The disruption of mTOR complexes by different pharmacological and genetic approaches results in varied effects with regard to AKT phosphorylation, protein translation, cell growth and proliferation. EtOH was reported to inhibit mTORC1 signaling and decrease protein synthesis [14,15,22,24]. INK128 (MLN0128) was identified as a highly specific ATP competitive inhibitor of mTOR [26]. Although EtOH and INK128 are very different compounds, they both affect mTOR signaling pathway components; we therefore set out to evaluate the mechanisms underlying their activity by comparing both mTOR inhibitors in parallel. For EtOH treatment, we used a range of concentrations (20, 40, 100 mM), which were in agreement with previous research [12-14,23,25]. Following INK128 dose response studies (Additional file 1: Figure S1), 40 and 200 nM concentrations were determined to be optimal for obtaining equipotent inhibitory effects on mTOR signaling with regard to EtOH treatment. Since there is no evidence for catalytic inhibition of mTOR by EtOH, the prototypical allosteric inhibitor, rapamycin, was used for extensive comparisons.

Exposure to either EtOH or INK128 inhibited the mTORC1 signaling pathway, as indicated by a dose-dependent reduction in the phosphorylation of mTOR on Ser2448 and its downstream molecules in both DLBCL cell lines (SUDHL-2 and SUDHL-4): p70S6K on Thr389, a direct target of mTORC1; RPS6 on Ser235/236, a substrate of p70S6K; and 4E-BP1 on Thr36/45 (Figure 1A and Additional file 1: Figure S1). Similar results were obtained when cells were treated with rapamycin. In agreement with other reports, rapamycin did not affect 4E-BP1 phosphorylation on Thr36/45 sites [27]. To test the effect of both inhibitors on the mTORC2 pathway, we evaluated AKT phosphorylation. EtOH exposure (like rapamycin) either did not change or, at higher concentrations, increased AKT phosphorylation on both Ser473 and Thr308, suggesting that a stronger dose of EtOH might stimulate mTORC2 activity (Figure 1B). In contrast, treatment with INK128 resulted in a complete loss of AKT phosphorylation on Ser473 and a strong decrease in phosphorylation of Thr308 in both doses, confirming INK128’s inhibitory effect on both mTORC1 and mTORC2 complexes. Consistent results were obtained in experiments performed in several B-lymphoblastoid cell lines derived from a healthy patient (Additional file 2: Figure S2), suggesting that both lymphoma cells and normal lymphocytes respond in a similar way to EtOH and INK128 with respect to mTOR activity.

**Figure 1:**
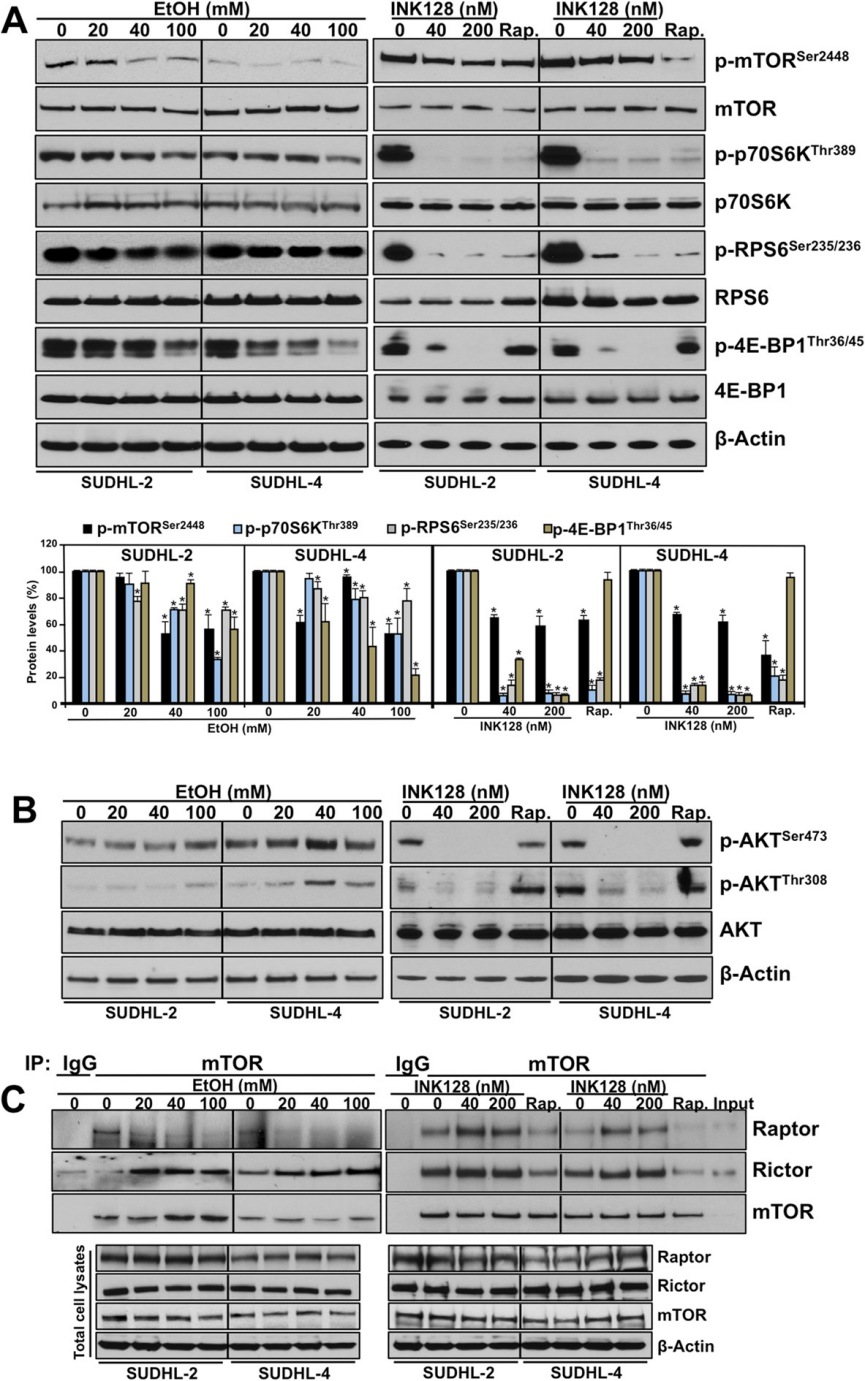
**Effect of EtOH and INK128 on mTORC1/2 activity in DLBCL cells.** SUDHL-2 and SUDHL-4 cells were treated with either EtOH for 24 h, INK128 for 3 h at the concentrations as indicated, or 20 nM rapamycin (Rap.) for 3 h. **(A)** Cell lysates were analyzed by western blotting for phosphorylation states and total levels of indicated proteins. Quantification of the signals is expressed as the percentage of the signal intensity relative to the control group in each cell line. Graphs present the mean and standard deviation from two to five independent experiments. *p ≤ 0.05. **(B)** The levels of phosphorylated AKT at Ser473 and Thr308, and total AKT levels were assessed. **(C)** IP assays, using either IgG or anti-mTOR antibodies, were performed to analyze association of mTOR with raptor and rictor. Immunoprecipitates and total cell lysates were analyzed by immunoblotting (5 ug input). β-Actin served as a loading control. Data are representative of at least three independent experiments.

Subsequently, we examined the influence of EtOH and INK128 on protein-protein interactions of the individual mTORC1 and mTORC2 complex members. To this aim, extracts from cells untreated or treated with EtOH, INK128 or rapamycin were immunoprecipitated with antibodies specific to mTOR and then immunoblotted with raptor (component of mTORC1 complex) or rictor (component of mTORC2 complex) antibodies (Figure 1C). EtOH exposure decreased the relative abundance of the raptor-mTOR complex while the mTOR-rictor interaction increased, confirming EtOH’s inhibition of mTORC1 and activation of mTORC2 pathways. Interestingly, despite the strong inhibition of mTOR signaling by INK128 treatment, there was either no effect or an increase in both mTORC1 or mTORC2 complex formations with respect to raptor and rictor association. In agreement with previous reports [28], rapamycin inhibited assembly of both mTORC1 and mTORC2 in studied lymphoma cells. There were no changes in the amount of total cellular levels of rictor or raptor in these experiments. In summary, these data demonstrate that EtOH suppresses mTORC1 activity and complex formation, while concomitantly activating AKT (at both Thr308 and Ser473) and mTORC2 assembly in a manner similar to the feedback observed in rapamycin treatment. In contrast, INK128 appears to fully inhibit the activity of both mTORC1 and mTORC2 without much affect on the mTORC1/2 complex.

### EtOH and INK128 inhibit cap-dependent translation and global protein synthesis

Given the role of mTOR in regulating cap-dependent and global translation, we examined the potential for EtOH and INK128 to influence protein synthesis in DLBCL. To test how decreased phosphorylation of 4E-BP1 upon EtOH or INK128 exposure (Figure 1A) modulates 4E-BP1 and eIF4G association with eIF4E, we incubated cell lysates with the 7-methyl-GTP (m7GTP) cap bound to Sepharose beads. Consistent with EtOH’s incomplete inhibition of 4E-BP1 phosphorylation on Thr36/45 (Figure 1A and Additional file 1: Figure S1), EtOH treatment modestly increased association of 4E-BP1 with eIF4E (Figure 2A). As the association of 4E-BP1 and eIF4G with eIF4E is mutually exclusive, the EtOH-triggered accumulation in 4E-BP1-eIF4E complexes appropriately decreased eIF4G-eIF4E interactions in both lymphoma cell lines. INK128 treatment led to almost undetectable association of eIF4G with eIF4E, accompanied by strikingly more abundant 4E-BP1-eIF4E complex formations when compared to the effect of EtOH, while rapamycin had an intermediate effect. No changes were observed in total levels of studied protein.

**Figure 2:**
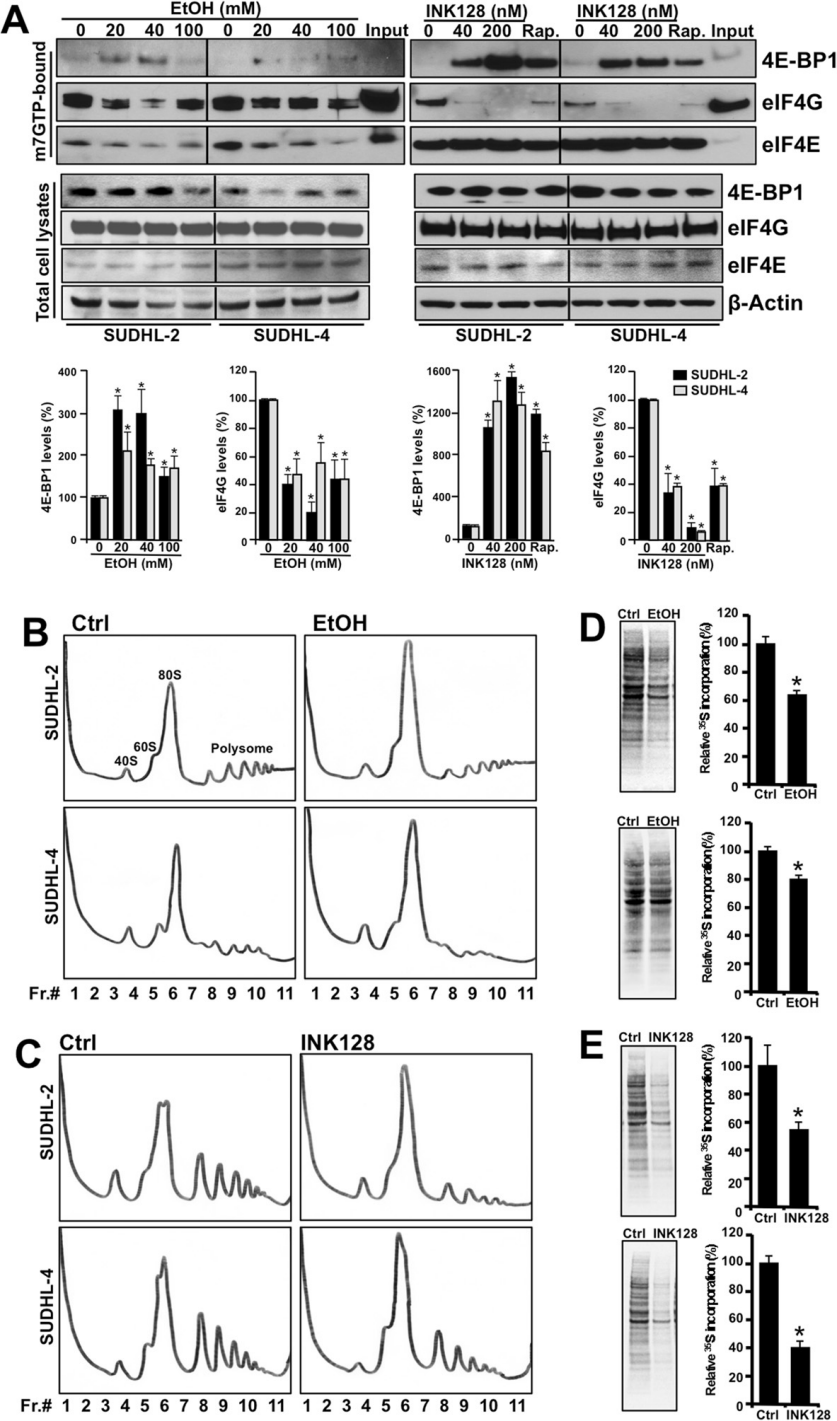
**Effect of EtOH and INK128 on translation of DLBCL cells. (A)** At 48 h after cells were treated with EtOH and 24 h after cells were treated with INK128 or 20 nM rapamycin (Rap.), m7GTP cap analog pull-down reactions were performed. 4E-BP1, eIF4G, and eIF4E protein abundance were analyzed by western blotting along with the total protein levels. 10 μg of protein were used for Input and whole cell lysate blots. **(B,C)** Cells were either untreated (Ctrl) or treated with 20 mM of EtOH for 48 h or 40 nM of INK128 for 24 h. Cell lysates were fractionated through 10–50% linear sucrose gradients (lanes 1 through 11) and the distribution of mRNA associated with ribosomal subunits 40S and 60S, monosomes 80S and polysomes of increasing molecular weight were monitored by 245 nm absorbance. **(D,E)** Cells were treated as described in **(B,C)** and incubated for 20 min with ^35^S-labeled amino acids. Cell lysates were resolved by SDS-PAGE and visualized with a PhosphorImager. Nascent protein synthesis was quantified and graphed as a percentage of signal intensity relative to controls. The data shown are representative of at least three independent experiments. Quantification of the signals is expressed as the percentage of the signal intensity relative to the control group in each cell line. Graphs present the mean and standard deviation from two to five independent assays. *p ≤ 0.05.

Since the majority of protein synthesis is cap-dependent, we further assessed the effects of EtOH or INK128 on global mRNA translation. Global changes in protein synthesis were measured using two experimental approaches. First, we investigated the consequence of each treatment on overall mRNA translation by monitoring the distribution of polysome formation. Cytoplasmic extracts from the untreated, EtOH, and INK128 treated cell cultures were fractionated on sucrose gradients and the association of mRNAs with the translational apparatus was monitored by 254 nm absorbance. Although both EtOH and INK128 treated DLBCL cultures displayed a reduction in the content of polysomes when compared with controls, INK128’s effect was more prominent (Figure 2B,C). Second, we assessed the incorporation of ^35^S-labeled amino acids into newly translated protein after a short incubation with L-[^35^S]methionine and L-[^35^S]cysteine. In agreement with the polysomal data, we observed a significant decrease in the rate of global nascent protein synthesis in both EtOH and INK128 treated cells relative to the untreated controls (Figure 2D,E). Overall, these results provide evidence that, whereas both treatments suppressed cap-dependent translation and global protein synthesis, EtOH’s inhibitory effects are less pronounced when compared to INK128.

### EtOH induces while INK128 impairs stress granules formation

Stress granules (SG) are cytoplasmic foci that accumulate translationally silenced messenger ribonucleo-protein (mRNP) under conditions that inhibit cap-dependent translation initiation [29]. Recent evidence indicates that SG also play a role in inhibition of the mTOR pathway [30-32]. Therefore we investigated the potential for EtOH or INK128 to trigger translational repression through SG formation. SUDHL-2 cells were treated with either EtOH or INK128 and fixed with paraformaldehyde. SG were visualized by immunofluorescence through the co-localization of the classical SG markers G3BP1 and TIAR [33,34]. Corresponding to the EtOH-repressed translation (Figure 2), EtOH treatment efficiently induced SG assembly in a dose dependent manner (Figure 3A). INK128 treatment, however, despite its greater inhibitory effect on mTOR signaling and translation as compared to EtOH (Figure 2), did not cause appearance of SG foci in the SUDHL-2 cells (Figure 3B; *upper panel*). This result and other’s data demonstrating that pharmacological inactivation of the mTORC1-eIF4E pathway may impair SG formation [35] prompted us to wonder whether the dual mTORC1/mTORC2 inhibition by INK128 (Figure 1) resulting in an almost complete eIF4E-eIF4GI complex disruption (Figure 2A) can alter the process of SG formation. In this case, SUDHL-2 cells pretreated with INK128 were next treated with sodium arsenite. As illustrated in Figure 3B (*lower panel*) the number and size of SG assembled upon arsenite treatment declined with increasing dose when cells were pretreated with INK128, suggesting that catalytic inhibition of mTOR by INK128 impairs the SG response. Interestingly, rapamycin treatment neither induced nor disrupted SG formation. Overall, these results demonstrate the previously unreported finding that EtOH treatment, in contrast to both rapamycin and INK128, elicits a moderate inhibition of mTOR signaling and translation while inducing SG assembly, while complete mTOR inactivation, and the translational decline caused by INK128 exposure, result in a failure to form SG.

**Figure 3:**
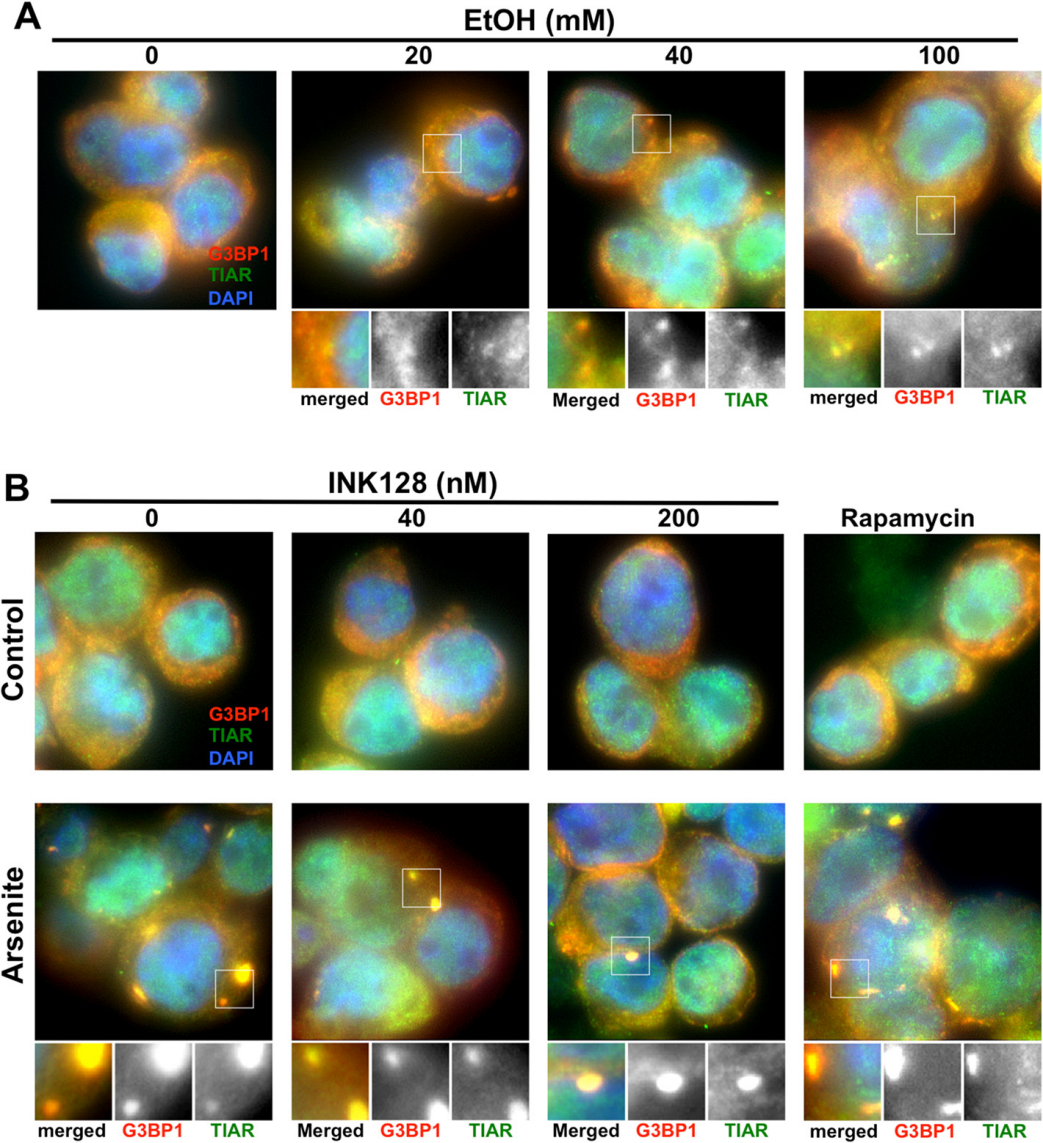
**EtOH induces while INK128 impairs stress granules formation. (A)** SUDHL-2 cells were either left untreated or treated with indicated doses of EtOH, and SG were detected using anti-G3BP1 (red) and anti-TIAR (green) antibodies. DAPI (blue) was used for nuclear staining. **(B)** SUDHL-2 cells were treated with indicated concentrations of INK128 (Control) or preincubated with INK128 for 1 h and then treated with 250 μM arsenite for an additional 1 h (Arsenite). Cells were then analyzed by immunofluorescence as described in **(A)**. Representative fields from three independent experiments are shown. Typical SG are illustrated in enlarged pictures. Pictures were taken using a Nikon TE2000S.

### EtOH and INK128 exposure distinctly modulate specific gene translation

In order to better understand the molecular mechanisms wherein EtOH or INK128 trigger global translational repression, we attempted to gain insight into the mRNAs affected by EtOH and INK128 at the translation level. To this end, RNA isolated from translationally active polysomal fractions (pooled fractions 9–11) was subjected to microarray analysis. 

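The deposited data hold 23 arrays in 8 groups. SUDHL-2, an ABC-like DLBCL line, and SUDHL-4, a GCB-like line, were each treated with 40 nM INK128 for 24 h beside DMSO, and with 20 mM EtOH for 48 h beside water. Each group had 3 arrays, apart from SUDHL-2 with EtOH, which had 2. Markers of the ABC subtype were higher in SUDHL-2 than in SUDHL-4 control arrays, by a median of 1.87 on the log2 scale in DMSO and 2.42 in water (p = 6.1e-08 and 1.33e-08, limma's camera), and markers of the GCB subtype were lower, with medians of -0.83 and -1.12 (p = 0.00144 and 0.000273; p = 0.0577 in water with an estimated correlation). Each array received 0.5 μg of RNA, so the arrays compare transcripts within the pool of fractions 9 to 11 and cannot show a fall of the pool as a whole. An array detected between 14699 and 17098 probes above background (median 15360, detection p at or under 0.02). Medians by group ranged from 15010 in SUDHL-4 with water to 15963 in SUDHL-2 with INK128. The deposited non-normalized signals of 18136 probes detected on every array of at least 1 group were taken to log2, brought to a Z-score per array, and averaged per gene symbol. This gave 10546 named genes and 4090 probes without a single symbol, which were kept as entries of their own and are counted as genes in every count. limma was fitted to the 12 arrays of the INK128 experiment and, separately, to the 11 arrays of the EtOH experiment, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. With simulated changes of 1 on the log2 scale, 86% to 88% of genes were recovered with INK128 and 97% to 100% with EtOH. The simulated noise was independent between genes and arrays and alike in both lines, so recovery on the real arrays was not measured. The methods and the sample labels name different versions of the HumanHT-12 array, which was left open.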

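Polysomal mRNAs of cholesterol synthesis were higher with EtOH than with water in both lines. Of 19 measured genes, 7 rose in SUDHL-2 and 1 in SUDHL-4 (10 and 8 adjusted over the list alone), with median log2 fold changes of 0.36 and 0.25 (adjusted p = 0.000394 and 2.96e-07 from limma's camera, and adjusted p = 0.131 and 0.0693 with an estimated correlation). HMGCS1, which makes the HMG-CoA used for cholesterol, rose by 0.99 on the log2 scale in SUDHL-2 (SE 0.12, adjusted p = 0.000477) and by 0.70 in SUDHL-4 (SE 0.11, adjusted p = 0.0284); LSS, the lanosterol synthase, rose by 0.57 in SUDHL-2 (SE 0.09, adjusted p = 0.00234). Among 42 targets of the hypoxia factor HIF1, 12 rose and 1 fell in SUDHL-2 and 3 rose in SUDHL-4 (16 and 14 higher adjusted over the list alone), with medians of 0.21 and 0.17 (adjusted p = 0.00344 and 6.04e-07, and adjusted p = 0.156 and 0.0693 with an estimated correlation). EtOH cells grew in sealed flasks, and whether the water cells did too is not stated in the sources used here. For this list and that of cholesterol synthesis, EtOH and lower oxygen in the flask thus cannot be told apart. The glycolytic enzyme ENO2 rose by 1.01 in SUDHL-2 (SE 0.11, adjusted p = 0.000254), while ALDOA, another such enzyme, fell by 1.58 there on 1 of its 3 probes (SE 0.20, adjusted p = 0.000563). In SUDHL-4, ALDOC rose by 1.22 (SE 0.17, adjusted p = 0.0198) and the histone demethylase KDM3A by 0.95 (SE 0.15, adjusted p = 0.0318). The B-cell coactivator POU2AF1, the tetraspanin CD53, the phosphatase PTPN6, the lysosomal peptidase TPP1, the phosphatase ACP3, the integrin subunit ITGB7 and the semaphorin SEMA4A also rose in both lines, by 0.45 to 0.94 in SUDHL-2 and 0.51 to 0.90 in SUDHL-4. Falls in both lines were seen for RPL13, a ribosomal protein (-1.63 and -0.52, adjusted p = 4.54e-06 and 0.0376), the small RNA SNAR-A1 (-0.89 and -1.22, adjusted p = 0.0246 and 0.0429) and the kinase TAOK1 (-0.55 and -0.54, adjusted p = 0.00579 and 0.0447). MRPS34 of the mitochondrial ribosome, MCRIP2, the histone H2AX, the methyltransferase PRMT1 and the ribosomal RNA gene RNA18SN5, each measured by 1 detected probe, were lower at the study's thresholds, with values of -2.57 to -1.42 in SUDHL-2 and -0.75 to -0.50 in SUDHL-4. At those thresholds 176 genes changed in the same direction in both lines, 63 higher and 113 lower. In SUDHL-4, leaving out water replicate 1, 2 or 3 gave 46, 102 or 46, and EtOH replicate 1 or 2 gave 86 or 271, while 1 fit of all 23 arrays gave 53 (17 higher, 36 lower) and an unmoderated test 83. At an adjusted p under 0.05, 2367 genes changed in SUDHL-2 (1308 higher), 57 in SUDHL-4 (45 higher) and 19 in both (13 higher). With the replicate number of the titles as a block the adjusted p in SUDHL-4 was 0.0527 for HMGCS1, 0.0563 for POU2AF1, 0.0527 for SEMA4A, 0.0516 for RPL13, 0.0532 for SNAR-A1 and 0.0519 for TAOK1, and with that of the sample names, which pairs the SUDHL-4 arrays otherwise, none of the genes was called in SUDHL-4 (limma, 3186 at an unadjusted p under 0.05). RPL13 rests on 1 of its 2 probes in SUDHL-2 (-3.10 and -0.15). No named SUDHL-4 call held with each array left out in turn (adjusted p up to 0.179 without water replicate 1), and in SUDHL-2 those of PTPN6 (0.247 without EtOH replicate 1), SNAR-A1 (0.214), ACP3 (0.0717), TAOK1 (0.0704) and RNA18SN5 (0.134, each without EtOH replicate 2) ended.

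**Figure D1:**
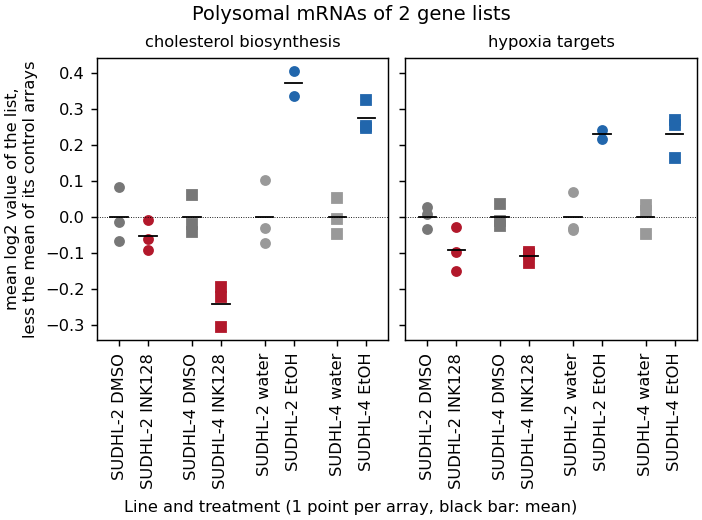
Polysomal mRNAs of the cholesterol synthesis and hypoxia lists with EtOH. Values are list means per array, less the mean of the control arrays.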

Venn diagram analysis of the common and specific genes changed within lymphoma cell treatments revealed that EtOH was responsible for modulating, at the translational level, 219 mRNAs (120 mRNAs increased and 99 decreased) as compared with control cells, in both SUDHL-2 and SUDHL-4 cells (Figure 4A). In comparison, INK128 altered the abundance of 409 transcripts (201 increased, 208 decreased) in translationally active polysomal fractions as compared to controls. 

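INK128 lowered polysomal mRNAs of protein folding and amino acid supply in both lines. Of 32 measured targets of ATF4, the transcription factor of the amino acid response, 4 fell in SUDHL-2 and 12 in SUDHL-4, where 1 rose (6 and 15 lower adjusted over the list alone). Their median log2 fold changes were -0.26 and -0.31 (adjusted p = 6.87e-08 and 4.46e-06, limma's camera, and adjusted p = 0.0693 and 0.0855 with an estimated correlation). DDIT4, an inhibitor of mTORC1, fell by 1.15 on the log2 scale in SUDHL-2 (SE 0.13, adjusted p = 0.000998), and in SUDHL-4 the serine synthesis enzyme PSAT1 fell by 1.03 (SE 0.16, adjusted p = 0.001) and the amino acid transporter SLC7A5 by 1.20 (SE 0.21, adjusted p = 0.0023). Among 34 ER chaperones and folding factors, 2 fell in SUDHL-2 and 8 in SUDHL-4, where 3 rose (4 and 13 lower adjusted over the list alone), with medians of -0.21 and -0.24 (adjusted p = 0.00111 and 0.00391, and adjusted p = 0.0693 in each line with an estimated correlation). HSPA5, the main chaperone of the ER, fell by 1.04 in SUDHL-2 (SE 0.17, adjusted p = 0.00901) and 1.02 in SUDHL-4 (adjusted p = 0.00204). Of 30 cytosolic chaperones, 2 and 5 fell (3 and 9 adjusted over the list alone, medians -0.31 and -0.35, adjusted p = 5.39e-06 and 0.000148, and adjusted p = 0.0693 and 0.0855 with an estimated correlation), among them HSPB1, by 1.30 in SUDHL-4 (SE 0.17, adjusted p = 0.000362). The largest falls in both lines included SNAR-A1 (-2.67 and -1.39), the glutathione-degrading enzyme CHAC2 (-1.01 and -1.13), the RNA-binding protein RBM14 (-1.15 and -0.73) and the RNA polymerase III subunit POLR3G (-0.45 and -1.32). The largest rises included KLHL24 (1.58 and 2.75), YPEL5 (1.56 and 1.55), the myosin MYH11 (1.43 and 1.46), the surrogate light chain IGLL1 (1.03 and 1.82), SYT17 (0.78 and 1.99), TRAPPC6A (1.44 and 1.21) and the Ras exchange factor RASGRP3 (0.98 and 1.61), all with an adjusted p under 0.05 in each line. At the study's thresholds 299 genes changed in the same direction in both lines, 178 higher and 121 lower. At an adjusted p under 0.05 the counts were 530 in SUDHL-2 (315 higher), 2260 in SUDHL-4 (1210 higher) and 196 in both lines (131 higher, 65 lower), where independent lists would share 26 and 15.4 (p = 4.24e-60 and 1.98e-24, Fisher's exact test). Fisher's test takes genes as independent, which they are not, and both lines share each gene's error variance in 1 fit. With the SUDHL-2 arrays fitted alone 6 genes were called in that line, and leaving out 1 array moved its count to between 170 (without DMSO replicate 3) and 1023 (without INK128 replicate 1), and the 196 to between 61 and 287 without the same arrays. With median centring 129 genes were higher and 155 lower in SUDHL-2, and 41 and 47 in both lines. In SUDHL-2 the calls of KLHL24, CHAC2 and POLR3G ended without DMSO replicate 3 (adjusted p = 0.0706, 0.147 and 0.149), those of IGLL1 and TRAPPC6A without DMSO replicate 1 (0.0643 and 0.0636) and that of SYT17 without INK128 replicate 2 (0.0508); in SUDHL-4, RBM14 ended without DMSO replicate 1 (0.0869) and TRAPPC6A without INK128 replicate 2 (0.0505).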

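At the study's thresholds, 12 genes changed in the same direction with EtOH and INK128 in both SUDHL-2 and SUDHL-4. The 7 higher genes were AKNA, FIG4, HLA-DMA, HLA-DOB, OCEL1, POU2AF1 and SEMA4A, and the 5 lower ones were AHCY, SNAR-A1 and 3 probes without a single symbol; they are named here after their values were seen. HLA-DOB, which regulates peptide loading of MHC class II, had log2 fold changes of 0.89 and 1.42 with INK128 and 0.67 and 0.30 with EtOH (SUDHL-2 and SUDHL-4). AHCY, which clears S-adenosylhomocysteine, had -0.61 and -0.69 with INK128 and -0.63 and -0.32 with EtOH. In SUDHL-4 with EtOH the adjusted p was 0.243 for HLA-DOB and 0.291 for AHCY (limma). Of the named genes only POU2AF1 and SNAR-A1 had an adjusted p under 0.05 in all 4 comparisons. Independent lists would share 0.766 higher and 0.934 lower genes (p = 1.09e-05 and 0.00245, Fisher's exact test, which takes genes as independent although they are not), and 3 further genes changed in opposite directions. Within SUDHL-4 alone 201 higher and 94 lower genes were shared (50.1 and 24.6 for independent lists), and within SUDHL-2 alone 74 and 122 (25.2 and 37.8). The responses themselves differed, as EtOH minus INK128, for 907 genes in SUDHL-2 and 1354 in SUDHL-4. This contrast sets 48 h of EtOH beside water against 24 h of INK128 beside DMSO. Agent, exposure time and vehicle thus cannot be told apart in it. For the 1354 genes, splits of the arrays could not exclude chance (5 of 100 splits as large, the real one included). In SUDHL-2 the contrast was largest for the cytokine IL17F (3.01, adjusted p = 3.19e-09, limma), osteopontin SPP1 (1.95, adjusted p = 0.00223) and SNAR-A1 (1.78, adjusted p = 0.00223) on one side, and for the actin nucleation subunit ARPC1B (-3.96, adjusted p = 2.6e-06), the cancer-testis antigen CTAG1A (-3.50, adjusted p = 1.1e-06), AP1S1 (-3.17, adjusted p = 5.27e-05) and H2AX (-2.76, adjusted p = 3.85e-05) on the other. ARPC1B, AP1S1 and H2AX are each measured by 1 detected probe. In SUDHL-4 it was largest for the chemokine CCL4L1 (1.62, adjusted p = 3.44e-05), SNHG9 (1.61, adjusted p = 0.00229) and COX7B (1.58, adjusted p = 0.000809), and on the other side for the lymphotoxin LTB (-3.23, adjusted p = 3.13e-07), IGLL1 (-2.51, adjusted p = 8.97e-06), the exonuclease ISG20 (-2.47, adjusted p = 8.71e-06) and NCF1 of the NADPH oxidase (-2.21, adjusted p = 0.000314). PFKFB4, a regulator of glycolysis, was among the 4 largest in both (1.67 and 1.58, adjusted p = 0.0118 and 0.00833), though in SUDHL-2 not without EtOH replicate 1 (adjusted p = 0.088). Leaving out 1 array of the SUDHL-4 EtOH or water groups moved the 12 shared genes to as few as 4 (without water replicate 3), and the 907 genes fell to 386 without SUDHL-2 EtOH replicate 2.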

Only 45 genes were found to be overlapping between both treatments indicating that there is a differential mechanism by which both inhibitors act on mTOR signaling.

**Figure 4:**
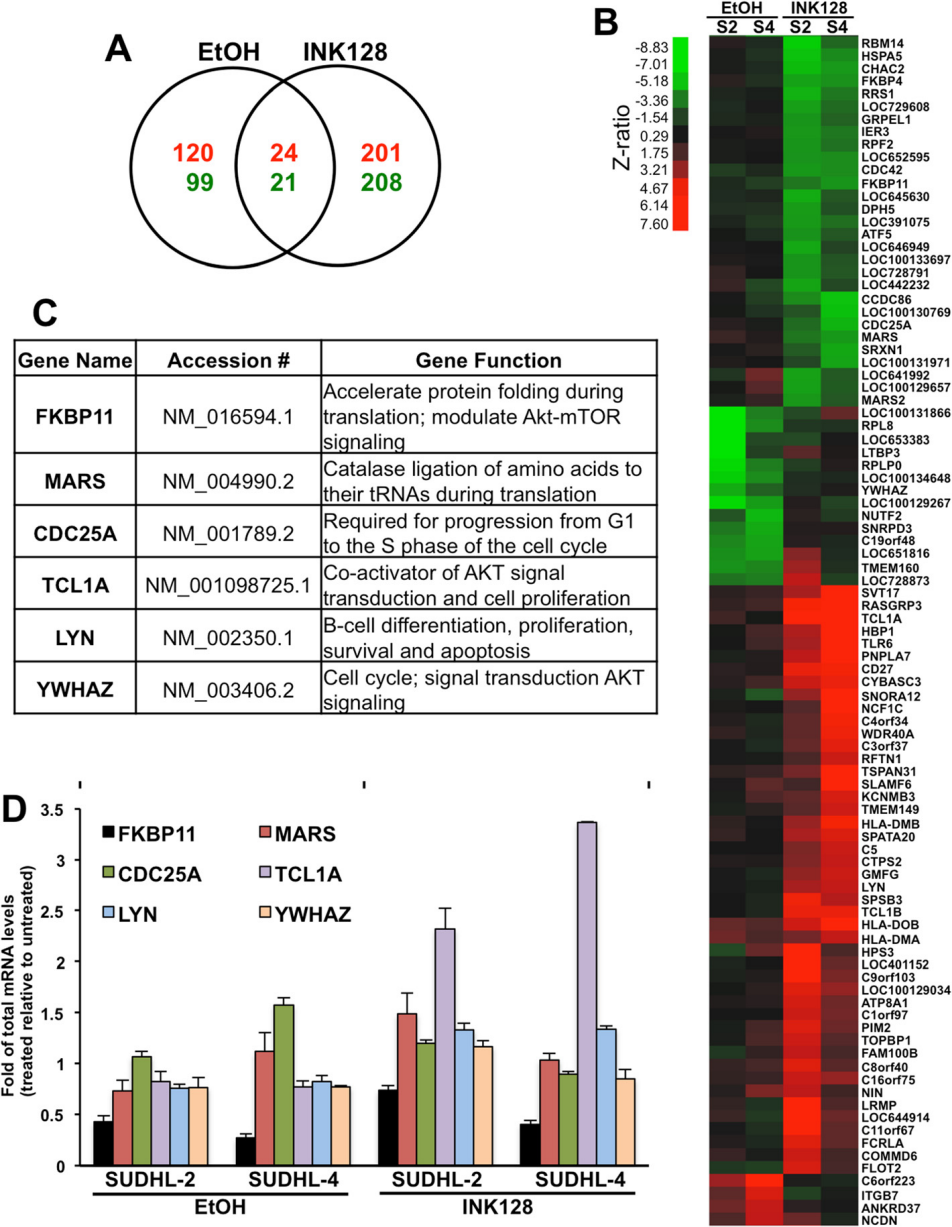
**EtOH and INK128 influence on gene translation in DLBCL cells.** Microarray analysis of translationally active (pooled fractions 9–11) polysomal mRNAs following treatment either with EtOH (20 mM) for 48 h or INK128 (40 nM) for 24 h was performed in three independent replicates. **(A)** Venn diagram comparison of EtOH and INK128 triggered translatome alteration in both SUDHL-2 and SUDHL-4 cell lines; transcripts with significantly (criteria in Material and Methods) increased (red) or decreased (green) translation following treatments when compared to untreated cells. **(B)** The heat map represents top transcripts with the most altered translation induced by EtOH and INK128. S2, SUDHL-2 cells; S4, SUDHL-4 cells. **(C)** Examples of genes showing differences in mRNA translation followed by either EtOH or INK128 exposure. **(D)** Total mRNAs levels of validated genes described in **(C)**, measured by RT-qPCR in cells treated with EtOH or INK128 compared to untreated cells. Graphs represent the mean and standard error of the mean from three repeats of three independent experiments.

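Among genes of AKT and mTOR signaling and protein synthesis, INK128 lowered FKBP4, a co-chaperone of HSP90, by 0.90 on the log2 scale in SUDHL-2 (SE 0.21, adjusted p = 0.0341, limma) and 1.05 in SUDHL-4 (SE 0.21, adjusted p = 0.00466). It lowered the methionyl-tRNA synthetase MARS1 by 0.66 (SE 0.15, adjusted p = 0.0292) and 1.09 (SE 0.15, adjusted p = 0.000444), and FKBP11, a prolyl isomerase of the ER, by 1.07 in SUDHL-4 (SE 0.17, adjusted p = 0.00157), with -0.68 in SUDHL-2 (SE 0.17, adjusted p = 0.0527). YWHAZ, which encodes a 14-3-3 adaptor, fell with EtOH in SUDHL-2 (SE 0.11, adjusted p = 0.00347) and was not called in the other comparisons. Of the cell cycle genes, the phosphatase CDC25A fell by 0.85 with INK128 in SUDHL-4 (SE 0.13, adjusted p = 0.000986), and the GTPase CDC42 had values of -0.38 and -0.36 with INK128 (adjusted p = 0.128 in SUDHL-2 and 0.0774 in SUDHL-4). The proliferation and apoptosis genes all rose with INK128 in both lines. With DMSO, TCL1B in SUDHL-4 (-1.82 to -1.95) and CD27 in SUDHL-2 (-1.83 to -1.96) lay near background, where their rises start. The AKT coactivators TCL1A and TCL1B rose by 1.10 and 0.98 in SUDHL-2 (adjusted p = 0.0322 and 0.00289) and by 1.53 and 1.08 in SUDHL-4 (adjusted p = 0.00154 and 0.000257). LYN, a kinase of the B-cell receptor, rose by 0.70 and 1.09 (adjusted p = 0.0167 and 0.000252), and CD27, a TNF receptor family member of memory B cells, by 0.90 and 1.29 (adjusted p = 0.00687 and 0.00011). With EtOH, none of these genes but YWHAZ passed an adjusted p under 0.05 in either line as the mean of its probes, though 1 of 2 probes of CDC25A did in SUDHL-2 (-0.45, adjusted p = 0.0232; the other 0.23); FKBP4 had 0.22 in SUDHL-2 (adjusted p = 0.28), which became 0.37 (adjusted p = 0.0158) with the replicate number as a block. In SUDHL-2 the calls with INK128 ended for FKBP4 without DMSO replicate 3 (adjusted p = 0.118) and for MARS1, TCL1A and LYN without DMSO replicate 1 (adjusted p = 0.0953, 0.114 and 0.0542). With INK128 1 of the 3 probes of CDC42 fell in both lines, by 0.85 in SUDHL-2 (adjusted p = 0.0274) and 1.05 in SUDHL-4 (adjusted p = 0.00243), the others giving -0.32 and 0.03, and -0.15 and 0.12, and the values of these genes in Table S1 were known before the arrays were analysed.

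**Figure D2:**
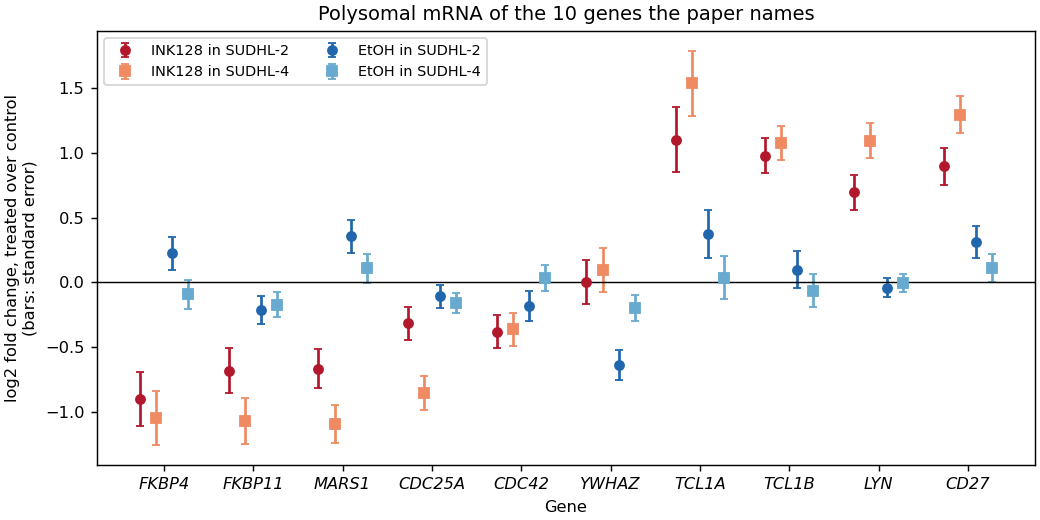
Log2 fold changes of 10 genes in polysomal RNA with INK128 and EtOH in SUDHL-2 and SUDHL-4. Bars show the SE from limma.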

Importantly, among the top genes significantly changed consistently in both lymphoma cell lines, we found numerous genes involved in cellular functions, such as AKT/mTOR signaling and protein synthesis (eg. FKBP4, FKBP11, YWHAZ, MARS), cell cycle (eg. CDC25A, CDC42), proliferation and apoptosis (eg. TCL1A, TCL1B, LYN, CD27) (Figure 4B and Additional file 3: Table S1). Therefore, six candidate genes representing each of the pathways above were selected for further validation (Figure 4C). EtOH and INK128 did not alter the total mRNA levels for most of the validated transcripts, with the exception of a ~2 fold decrease observed in FKBP11 mRNA upon EtOH treatment, and a ~3 fold increase in TCL1A mRNA induced by INK128 treatment (Figure 4D). These results indicate possible additional involvement of transcriptional mechanisms in regulation of these two genes. In agreement with the microarray data, EtOH did not modulate or only slightly changed the translational profile of FKBP11, MARS, CDC25A, TCL1A and LYN mRNAs, while INK128 treatment decreased levels of FKBP11, MARS, CDC25A transcripts in the actively translating fractions of the gradient (fractions 9–11) and elevated levels of TCL1A and LYN mRNAs in these fractions, with a subsequent mRNA shift in non-translating (fractions 1–6) and low-translating (fractions 6–8) fractions of the density gradient (Figure 5A). 

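On the arrays of SUDHL-2, which measure fractions 9 to 11 as 1 pool, the polysomal level of FKBP11 was 2.11 ± 0.34 (mean ± SD of 3 arrays, log2 scale) with INK128 and 2.79 ± 0.20 with DMSO, against 3.72 ± 0.12 with EtOH (2 arrays) and 3.93 ± 0.15 with water. MARS1 was at 1.56 ± 0.24 with INK128 and 2.22 ± 0.17 with DMSO, and at 2.72 ± 0.07 with EtOH and 2.37 ± 0.15 with water. CDC25A was at -0.85 ± 0.25 and -0.53 ± 0.05 in the INK128 experiment and at -0.22 ± 0.01 and -0.11 ± 0.10 in the EtOH experiment. TCL1A was higher with INK128 (2.36 ± 0.53) than with DMSO (1.26 ± 0.18), and LYN likewise (5.03 ± 0.18 and 4.34 ± 0.19). LYN with EtOH was at 4.09 ± 0.05 beside 4.12 ± 0.06 with water. The difference between the responses, EtOH minus INK128, was 1.02 for MARS1 (adjusted p = 0.00398, limma) and passed for LYN (adjusted p = 0.00707), but not for FKBP11 (0.47, adjusted p = 0.248), CDC25A (0.21, adjusted p = 0.55) or TCL1A (-0.73, adjusted p = 0.252). In SUDHL-4 it passed for FKBP11 (0.90, adjusted p = 0.00841), MARS1 (1.20, adjusted p = 0.000397), CDC25A (0.70, adjusted p = 0.00481), TCL1A (-1.50, adjusted p = 0.0052) and LYN (-1.09, adjusted p = 8.83e-05). The 2 probes of CDC25A differed in SUDHL-2 with INK128, at -0.58 (adjusted p = 0.0547) and -0.05 (adjusted p = 0.933). The arrays hold no RNA of the other fractions and no total RNA, so a shift along the gradient was not analysed here.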

Reverse, we found decreased translation of YWHAZ transcript in EtOH treated groups with no changes upon INK128 treatment as predicted by microarray analysis. 

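YWHAZ, which encodes the zeta form of the 14-3-3 adaptor proteins, fell by 0.64 on the log2 scale in SUDHL-2 with EtOH, from 2.08 ± 0.12 (mean ± SD, 3 arrays) to 1.44 ± 0.01 (2 arrays). In SUDHL-4 with EtOH it was at 1.76 ± 0.19 beside 1.96 ± 0.09 with water (-0.20, adjusted p = 0.432, limma). With INK128 it was at 2.40 ± 0.10 beside 2.40 ± 0.33 in SUDHL-2 (adjusted p = 0.995) and at 1.86 ± 0.17 beside 1.77 ± 0.21 in SUDHL-4 (adjusted p = 0.806). The responses to EtOH and INK128 differed by -0.64 in SUDHL-2, which did not pass in the fit of all 23 arrays (adjusted p = 0.0882). The fall rests on 1 of the gene's 2 detected probes, which gave -1.23 (SE 0.15, adjusted p = 0.000361) while the other gave -0.04 (SE 0.10, adjusted p = 0.843) in SUDHL-2 with EtOH. In SUDHL-4 with EtOH the same probes gave -0.42 (SE 0.13, adjusted p = 0.19) and 0.03 (SE 0.09, adjusted p = 0.872). The call in SUDHL-2 held with each array left out in turn.

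**Figure D3:**
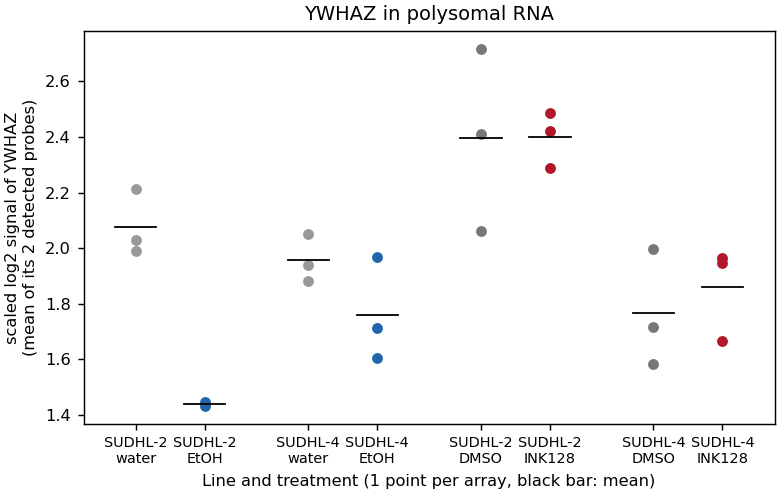
YWHAZ in polysomal RNA on each array, log2 scale, mean of its 2 detected probes.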

No changes were observed in housekeeping GAPDH mRNA used as a loading control. In accordance with the differences obtained in translational profiles, western blot analysis showed concurrently altered protein levels of the six candidate genes (Figure 5B).

**Figure 5:**
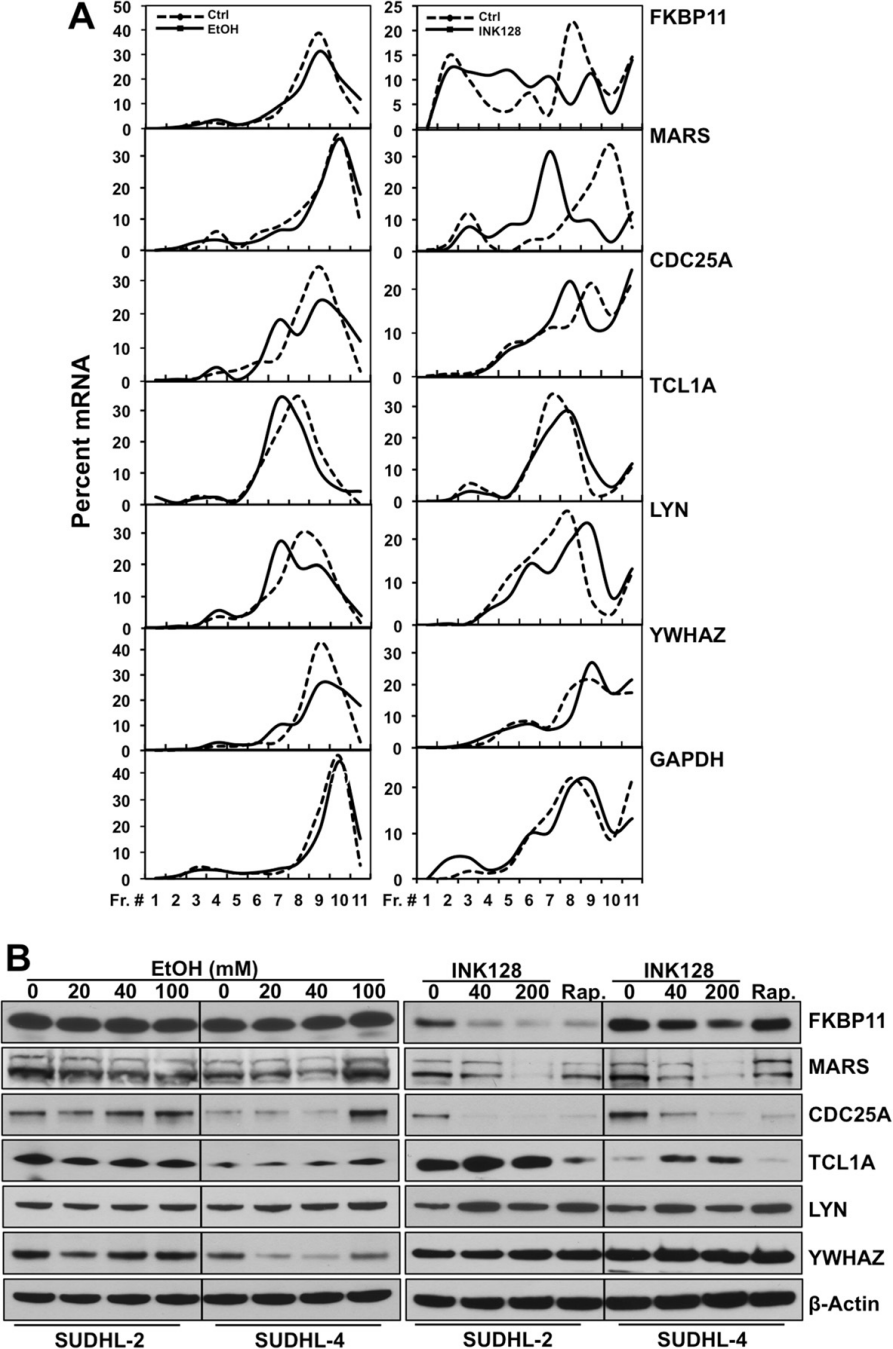
**Validation of microarray data. (A)** SUDHL-2 cells were treated as described in Figure 4. Cell lysates were fractionated through sucrose gradients and EtOH- or INK128-induced changes in translational profile of selected for validation genes (and housekeeping GAPDH mRNA) were monitored by RT-qPCR analysis of RNA from each of 11 fractions. **(B)** Protein levels of validated genes were analyzed by western blotting. β-Actin was used as a loading control. Rap., 20 nM rapamycin. Data are representative of three independent experiments.

To elucidate the potential for functional consequences of EtOH and INK128 treatment, the significantly changed genes were subjected to Ingenuity Pathways Analysis (IPA) and Gene Ontology (GO) analysis. In IPA analysis, genes altered in both treatments were distributed into networks defined by known molecular interactions. For both treatments, the top networks with the highest number of altered genes were molecular functions linked to cell death and survival, cellular development, cellular growth and proliferation, hematological system development and function and tissue morphology (Additional file 4: Table S2). GO analysis identifies biologically functional categories that consist of genes altered upon treatments compared to controls. 

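Polysomal mRNAs of ribosome assembly and tRNA charging fell with INK128 in both SUDHL-2 and SUDHL-4. Of 70 measured ribosome biogenesis genes, 7 fell in SUDHL-2 and 21 in SUDHL-4 (30 in each line adjusted over the list alone), with median log2 fold changes of -0.47 and -0.40 (adjusted p = 1.67e-16 and 6.83e-10, limma's camera, and adjusted p = 0.0693 and 0.0932 with an estimated correlation). RRS1, needed for the large ribosomal subunit, fell by 0.98 in SUDHL-2 (SE 0.19, adjusted p = 0.018) and 0.88 in SUDHL-4 (adjusted p = 0.00909). The nucleolar factors CCDC86 and NOP16 fell in SUDHL-4 by 1.38 (SE 0.21, adjusted p = 0.000841) and 1.35 (SE 0.20, adjusted p = 0.000865), and NIP7 in SUDHL-2 by 0.93 (SE 0.19, adjusted p = 0.0209). Among 18 cytosolic aminoacyl-tRNA synthetases, 2 and 7 fell (5 and 9 adjusted over the list alone, medians -0.30 and -0.41, adjusted p = 4.58e-06 and 1.71e-05, and adjusted p = 0.0853 and 0.0865 with an estimated correlation). The enzyme for tryptophan, WARS1, fell by 0.70 in SUDHL-2 (SE 0.12, adjusted p = 0.0108), and those for glycine and lysine, GARS1 and KARS1, by 0.74 (SE 0.13, adjusted p = 0.00243) and 0.71 (SE 0.13, adjusted p = 0.00252) in SUDHL-4. Of 46 initiation and elongation factors, 3 fell in SUDHL-2 and 9 in SUDHL-4, where 3 rose (4 and 9 lower adjusted over the list alone, medians -0.22 and -0.21, adjusted p = 0.000451 and 0.0114, and adjusted p = 0.109 and 0.224 with an estimated correlation). EIF2S3, the gamma subunit of the factor that brings the initiator tRNA, fell by 0.57 in SUDHL-2 (SE 0.12, adjusted p = 0.0252), and its beta subunit EIF2S2 by 0.72 (SE 0.11, adjusted p = 0.00124) in SUDHL-4. The 68 measured cytosolic ribosomal proteins, whose mRNAs carry a 5'TOP motif, were not called as a list (medians 0.11 and -0.03, adjusted p = 0.839 and 0.209), and the medians depended on the scaling: -0.04 and -0.24 with median centring, -0.06 and -0.08 with normexp, and -0.06 and -0.08 with quantile normalization. Among them 1 fell in SUDHL-2 and 8 fell and 1 rose in SUDHL-4, such as RPS26 (-1.14, SE 0.12, adjusted p = 0.000102) and RPL37 (0.71, SE 0.11, adjusted p = 0.000986). The 17 other 5'TOP mRNAs had a median of -0.27 in SUDHL-2 (2 lower, adjusted p = 0.00186, and adjusted p = 0.131 with an estimated correlation) and 0.01 in SUDHL-4 (adjusted p = 0.542). In SUDHL-2 the calls of RRS1 (adjusted p = 0.0604 without DMSO replicate 3), NIP7 (0.0847) and EIF2S3 (0.076 without INK128 replicate 3) ended with 1 array left out. Over all lists and the 4 comparisons of a treatment with its control, 56 of 144 tests were called, and 2 of them, both in SUDHL-4 with INK128, held with an estimated correlation: B-cell receptor signaling and GCB markers.

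**Figure D4:**
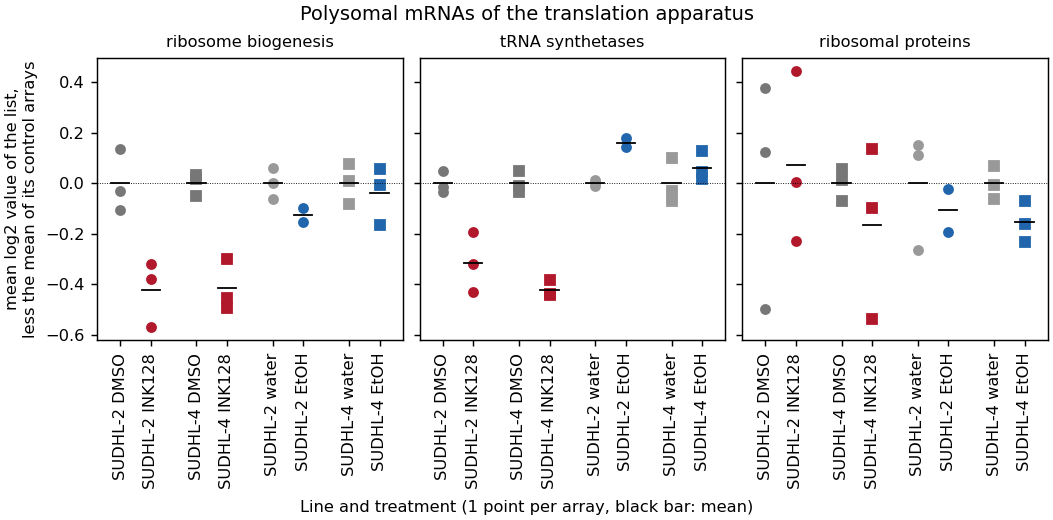
Polysomal mRNAs of translation-related lists with INK128 and EtOH. Each point is an array's mean over the list, less the mean of its control arrays, and bars show group means.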

Not surprisingly, translation and translation-related GO terms encompassed the greatest subset of genes significantly altered with INK128 treatment in both SUDHL-2 and SUDHL-4 lymphoma cells (Additional file 5: Figure S3). These results suggest that although both EtOH and INK128 affect subsets of functionally related mRNAs, which are involved in cell growth and survival, the effect of EtOH treatment on the translation of many of these mRNAs was less profound than INK128.

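For genes of cell growth, INK128 lowered 8 of 27 measured MYC targets in SUDHL-4 and 1 in SUDHL-2 (12 and 5 adjusted over the list alone), with median log2 fold changes of -0.39 and -0.20 (adjusted p = 1.71e-05 and 0.000277, limma's camera, and adjusted p = 0.0893 and 0.131 with an estimated correlation). NME1, a nucleoside diphosphate kinase, fell by 0.98 (SE 0.15, adjusted p = 0.00098) and FASN, the fatty acid synthase, by 1.20 (SE 0.20, adjusted p = 0.00157), each in SUDHL-4. Of 49 genes of the G1/S transition and DNA replication, 10 fell in SUDHL-4 (13 adjusted over the list alone, median -0.29, adjusted p = 4.46e-06, and adjusted p = 0.154 with an estimated correlation), such as ORC1 of the origin recognition complex, by 1.09 (SE 0.16, adjusted p = 0.000684). In SUDHL-2 1 fell with INK128 (median -0.09, adjusted p = 0.41). Cell cycle inhibitors moved the other way in SUDHL-4, where 6 of 17 rose and 1 fell with INK128 (median 0.24, adjusted p = 0.00172, and adjusted p = 0.0693 with an estimated correlation; adjusted p = 0.0765 with probes on every array). The RB family member RBL2 rose by 1.03 (SE 0.12, adjusted p = 0.000147), and HBP1 by 1.53 (SE 0.19, adjusted p = 0.000228). With EtOH in SUDHL-2, single genes moved both ways: RRM2, a subunit of ribonucleotide reductase with 1 detected probe, fell by 1.99 (SE 0.30, adjusted p = 0.00146), while POLA2 of the DNA primase complex and the CDK inhibitor CDKN1A rose by 0.73 (SE 0.11, adjusted p = 0.00155) and 1.10 (SE 0.13, adjusted p = 0.000378). There 8 G1/S genes rose and 7 fell, and 13 of 62 G2/M genes rose and 1 fell (median 0.20, adjusted p = 0.0246, and adjusted p = 0.506 with an estimated correlation), such as the separase ESPL1, by 0.70 (SE 0.08, adjusted p = 0.000353). With the replicate number as a block the G2/M list was not called (adjusted p = 0.153), nor was it with normexp (0.0726) or without SUDHL-2 EtOH replicate 2 (0.279), water replicate 1 (0.116) or water replicate 3 (0.102). With EtOH in SUDHL-4 no G1/S or G2/M gene was called (limma; at an unadjusted p under 0.05, 3 rose and 1 fell for G1/S, and 3 rose and 11 fell for G2/M). BTG1, an inhibitor of proliferation, rose there by 0.66 (adjusted p = 0.0284) as well as with INK128 (1.52, SE 0.22, adjusted p = 0.000679). The responses differed in SUDHL-4, as EtOH minus INK128, for G1/S (median 0.37, adjusted p = 1.17e-06, and adjusted p = 0.0699 with an estimated correlation), MYC targets (0.28, adjusted p = 0.000188; adjusted p = 0.0842) and cell cycle inhibitors (-0.14, adjusted p = 0.0265; adjusted p = 0.0664). In SUDHL-2 none of these lists passed for the difference (adjusted p from 0.0604 to 0.962).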

Altogether, translatome analysis indicated that the majority of those transcripts which were impacted by either treatment pertain to cell growth and survival. In addition, microarray data demonstrated that INK128, affects the synthesis of many proteins involved in the mTOR pathway, translational control and cell proliferation more strongly than EtOH, which is in line with the different impact of these agents on overall protein synthesis rates.

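Genes of B-cell receptor signaling rose with INK128. Of 34 measured genes of B-cell receptor signaling, 5 rose in SUDHL-2 and 22 in SUDHL-4 (11 and 24 adjusted over the list alone), with median log2 fold changes of 0.20 and 0.61 (adjusted p = 2e-05 and 5.35e-14, limma's camera, and adjusted p = 0.0693 in SUDHL-2 with an estimated correlation). The coreceptor CD72 rose by 1.64 in SUDHL-4 (SE 0.16, adjusted p = 3.99e-05), and the Fc receptor-like FCRLA by 0.91 in SUDHL-2 (SE 0.15, adjusted p = 0.00916). Of 18 GCB markers, 2 and 11 rose (3 and 15 adjusted over the list alone, medians 0.26 and 0.59, adjusted p = 0.00296 and 2.58e-09, and adjusted p = 0.0756 in SUDHL-2 with an estimated correlation). ELL3 rose by 1.33 (SE 0.12, adjusted p = 2.88e-05) and MYBL1 by 1.85 (SE 0.22, adjusted p = 2e-04) in SUDHL-4. Of 21 targets of FOXO factors, which AKT restrains, 10 rose and 3 fell in SUDHL-4 (median 0.31, adjusted p = 3.65e-05, and adjusted p = 0.0853 with an estimated correlation), led by TRIB2 (1.79, SE 0.12, adjusted p = 5.26e-06), TXNIP (1.91, SE 0.13, adjusted p = 5.43e-06) and PIK3IP1 (1.54, SE 0.12, adjusted p = 1.7e-05). In SUDHL-2 3 of them rose (median 0.04, adjusted p = 0.11, the median being that of probes at background). The death regulators moved as single genes and not as lists (adjusted p from 0.274 to 0.719 with INK128). TP53INP1 and BMF, which promote cell death, rose in SUDHL-4 by 1.72 (SE 0.14, adjusted p = 1.7e-05) and 1.66 (SE 0.24, adjusted p = 0.000664), and the survival gene IER3 fell in SUDHL-2 and SUDHL-4 by 0.82 (SE 0.14, adjusted p = 0.00925) and 0.91 (SE 0.14, adjusted p = 0.000955). With EtOH, BMF fell by 1.07 in SUDHL-2 (SE 0.13, adjusted p = 0.000354), where PRKCB of B-cell receptor signaling rose by 0.77 (SE 0.07, adjusted p = 0.000105) and CD79A, a chain of the receptor itself, fell by 0.91 (SE 0.13, adjusted p = 0.000884). In SUDHL-4 with EtOH, B-cell receptor genes (median 0.06, 2 rose), GCB markers (0.14, 1 rose) and FOXO targets (0.05, 1 rose) shifted slightly upward (adjusted p = 0.0105, 0.00264 and 0.00617, and adjusted p = 0.0855, 0.239 and 0.0855 with an estimated correlation). PIK3IP1 rose there by 0.58 (SE 0.07, adjusted p = 0.0159). The call of the B-cell receptor list in SUDHL-4 with EtOH ended without EtOH replicate 2 (adjusted p = 0.0548) and on the deposited score table (0.0571), and that of PIK3IP1 without water replicate 3 (0.0976).

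**Figure D5:**
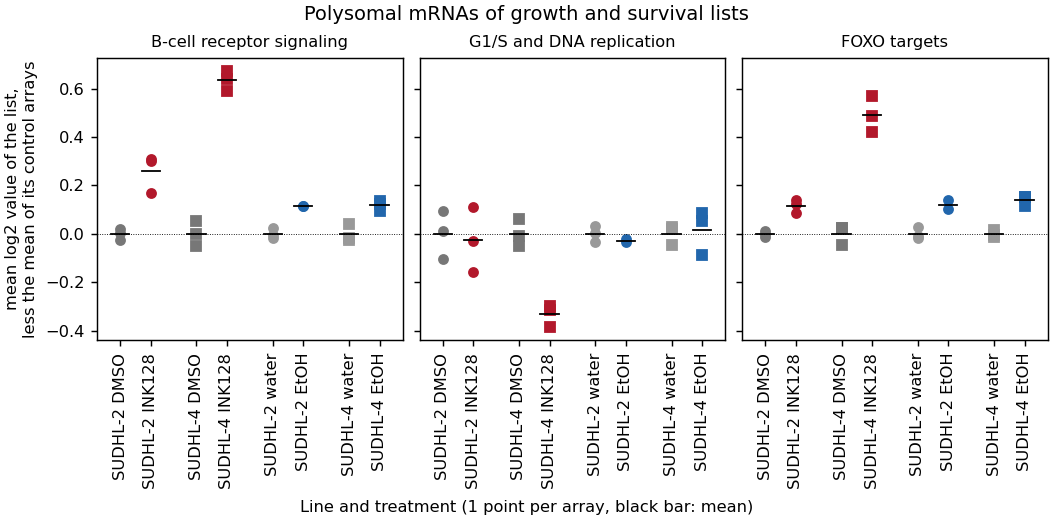
Polysomal mRNAs of lists of cell growth and survival with INK128 and EtOH. Each point is an array's mean over the list, less the mean of its control arrays, and bars show group means.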

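With EtOH the lists of initiation factors and tRNA synthetases that fell with INK128 did not fall. Of the initiation and elongation factors 3 rose and 2 fell in SUDHL-2, and none was called in SUDHL-4. EIF5A, which helps the ribosome through difficult sequences, rose by 1.21 in SUDHL-2 (SE 0.14, adjusted p = 0.00032, limma), while the initiation scaffolds EIF4G2 and EIF4G1 fell by 0.78 (on 1 of 3 probes, SE 0.11, adjusted p = 0.00104) and 1.00 (SE 0.19, adjusted p = 0.00495). Among tRNA synthetases 2 rose in SUDHL-2 with EtOH (adjusted p = 0.0927 for the list in each line, limma's camera). Ribosome biogenesis genes moved less: 2 rose and 6 fell in SUDHL-2 (median -0.10, adjusted p = 0.00244, and adjusted p = 0.538 with an estimated correlation; median -0.02 with median centring, and adjusted p = 0.0632 on the deposited score table), led by NOC2L (1 detected probe, -2.25, SE 0.26, adjusted p = 0.000317), and none was called in SUDHL-4 (adjusted p = 0.249, limma; 1 higher and 8 lower at an unadjusted p under 0.05). Ribosomal proteins were called lower with EtOH in SUDHL-2 (8 lower, median -0.0042, adjusted p = 0.00296, and adjusted p = 0.678 with an estimated correlation) and SUDHL-4 (1 lower, median -0.19, adjusted p = 1.89e-05; adjusted p = 0.582). With the replicate number as a block the SUDHL-2 call was lost (adjusted p = 0.111), as it was on the deposited score table (0.407), and with median centring its median was 0.11 (adjusted p = 0.363). The SUDHL-4 call was lost with quantile normalization (median -0.03, adjusted p = 0.074) and normexp (-0.04, adjusted p = 0.161). RPL8 fell by 1.03 in SUDHL-2 (SE 0.16, adjusted p = 0.00155), on 1 of its 2 probes. Tested as EtOH minus INK128, the tRNA synthetases differed in SUDHL-2 and SUDHL-4 (medians 0.49 and 0.43, adjusted p = 1.41e-06 and 2.4e-07, and adjusted p = 0.0235 in each line with an estimated correlation), as did ATF4 targets (0.40 and 0.38, adjusted p = 5.14e-08 and 6.7e-06; adjusted p = 0.0106 and 0.0235). Ribosome biogenesis (0.32 and 0.38, adjusted p = 0.000148 and 5.14e-08) and translation factors (0.19 and 0.17, adjusted p = 0.0424 and 0.0165) differed in the same direction, though not with an estimated correlation (adjusted p = 0.3 and 0.106, and 0.3 and 0.221). The EtOH calls of EIF4G1 (adjusted p = 0.07) and of the SUDHL-2 ribosomal protein list (0.169 without EtOH replicate 2, 0.125 without water replicate 1, 0.058 without water replicate 3) ended with 1 array left out. From the stronger effect of INK128 on mRNAs of the mTOR pathway, translational control and proliferation, the paper draws a link to the different impact of these agents on overall protein synthesis. From the small overlap between the treatments in Figure 4A, it reasons that EtOH and INK128 act on mTOR signaling by different mechanisms. The paper also has direct assays on these points, of AKT phosphorylation, mTOR complexes, polysome profiles and newly made protein. None of these was analysed here.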

### EtOH and INK128 influence on cell cycle, proliferation and apoptosis

Finally, we examined the influence of EtOH and INK128 on cell phenotype. In order to determine how the differences between EtOH and INK128 treatment, along with the observed changes in mTOR signaling and gene expression, impact DLBCL, we examined cell cycle, proliferation and apoptosis. In both cell lines EtOH exposure resulted in only a slight increase in cell cycle arrest, with higher doses (40 and 100 mM) showing a greater percentage of cells in G0/G1 phase (Figure 6A and Additional file 6: Figure S4). INK128 and rapamycin, however, induced stronger cell cycle arrest when compared to EtOH. A dose dependent decrease in cell number was observed with EtOH and INK128 treatment, compared to the untreated cell populations (Figure 6B). Apoptosis was measured by PI/Annexin V staining and confirmed by western blot detection of Caspase-3 and PARP-1 cleavage. Using flow cytometry, no significant evidence of apoptosis was measured for cells treated with EtOH, 40 nM INK128 or rapamycin (Figure 6C and Additional file 7: Figure S5), with no notable protein cleavage detected by western blot (Figure 6D). However, treatment with 200 nM of INK128, resulted in a 20-40% increase in apoptotic cells, as evidenced by PARP-1 cleavage in both SUDHL-2 and SUDHL-4 cell lines. These observations indicate that EtOH is cytostatic, even at its highest dose (100 mM), while increasing the concentration of INK128 from 40 to 200 nM results in cytotoxicity within the two DLBCL cell lines tested.

**Figure 6:**
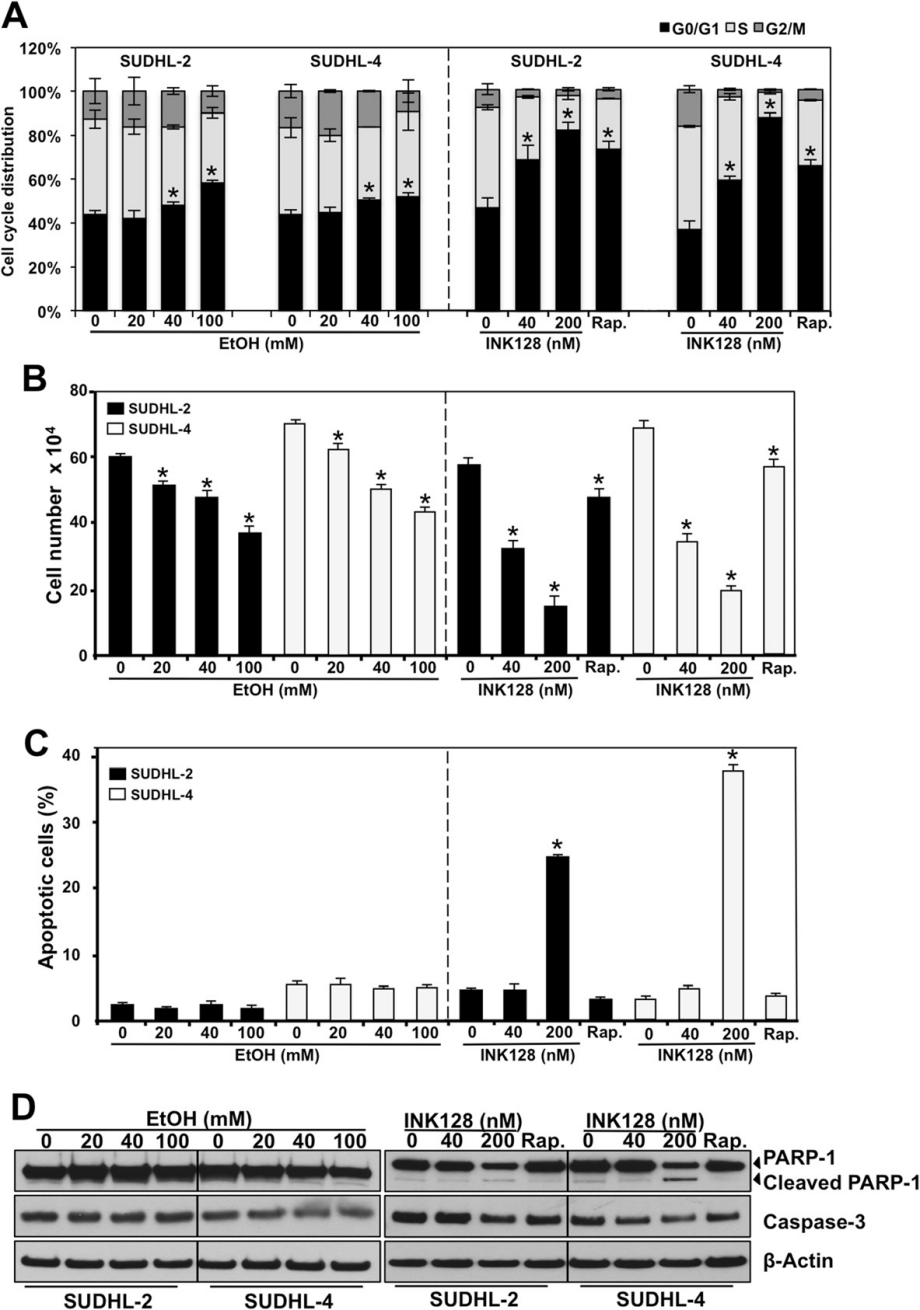
**Influence of EtOH and INK128 on cell cycle,** **proliferation and apoptosis of DLBCL cells.** Cells were treated with indicated doses of EtOH or INK128 as described in Material and Methods. **(A)** At 48 h after treatment, cells were stained with PI and cell cycle distribution was monitored by flow cytometry. **(B)** At 72 h after indicated treatments, cell numbers were counted with a hemocytometer, **(C)** cells were stained with Annexin V and PI, and percent of apoptotic cells was measured by flow cytometry or **(D)** cleavage of PARP-1 and Caspase-3 was analyzed by western blotting. β-Actin served as a loading control. The data are representative of at least three independent repeats. In the graphs **(A)**, **(B)** and **(C)**, the means and SD are shown. *p ≤ 0.05. Rap., 20 nM rapamycin.

### EtOH induces autophagy but not apoptosis in DLBCL

Since mTORC1 regulates autophagy, and inhibition of mTOR has been shown to induce autophagic activity [36,37], we explored the potential of EtOH and INK128 to induce autophagy through the assessment of the autophagy marker microtubule-associated protein 1 light chain 3 (MAP1LC3 or LC3) in DLBCL. In the process of autophagy induction, LC3 is lipidated from the soluble form (LC3-I) to the autophagosome-associated form (LC3-II), which ultimately results in the formation of LC3-positive puncta (autophagosomes) within the cells [38]. Upon SUDHL-2 cell exposure to EtOH and INK128, as well as rapamycin, we observed increased autophagosome formation as visualized by LC3-positive puncta in immunofluorescent analysis (Figure 7A). Cells were also assessed by western blot to detect LC3-I conversion to LC3-II. We detected elevated levels of the autophagosome form (LC3-II) by western blotting in all doses and treatments (Figure 7B). In summary, the observed induction of autophagy by both EtOH and INK128 combined with the dose dependent induction of apoptosis by INK128 but not by EtOH treatment (Figure 6D) further corroborates a limited suppression of mTOR by EtOH, as opposed to the potent mTOR inactivation by INK128 with respect to cellular phenotype and subsequent cell fate (Figure 8).

**Figure 7:**
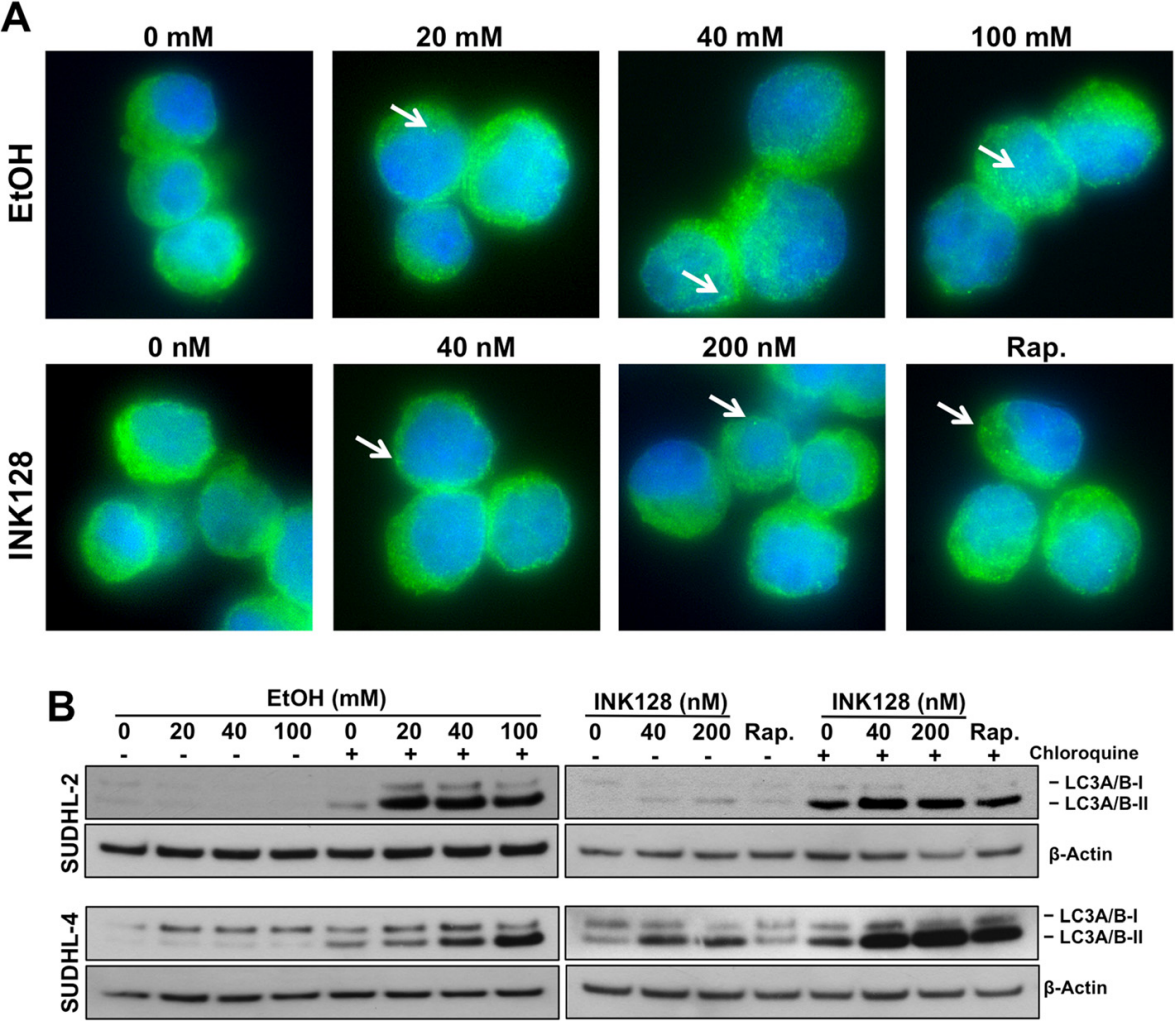
**EtOH and INK128 induce autophagy. (A)** SUDHL-2 cells were treated with 10 μM Chloroquine and with indicated doses of EtOH, INK128 or rapamycin for 6 h. LC3A positive autophagic puncta (arrows show examples) were visualized under fluorescence microscopy. Pictures were taken using a Nikon TE2000S **(B)** Cells were treated as in **(A)** with or without Chloroquine. Cell lysates were then analyzed for abundance of LC3 forms by western blotting. β-Actin was used as a loading control. The data are representative of three independent experiments.

**Figure 8:**
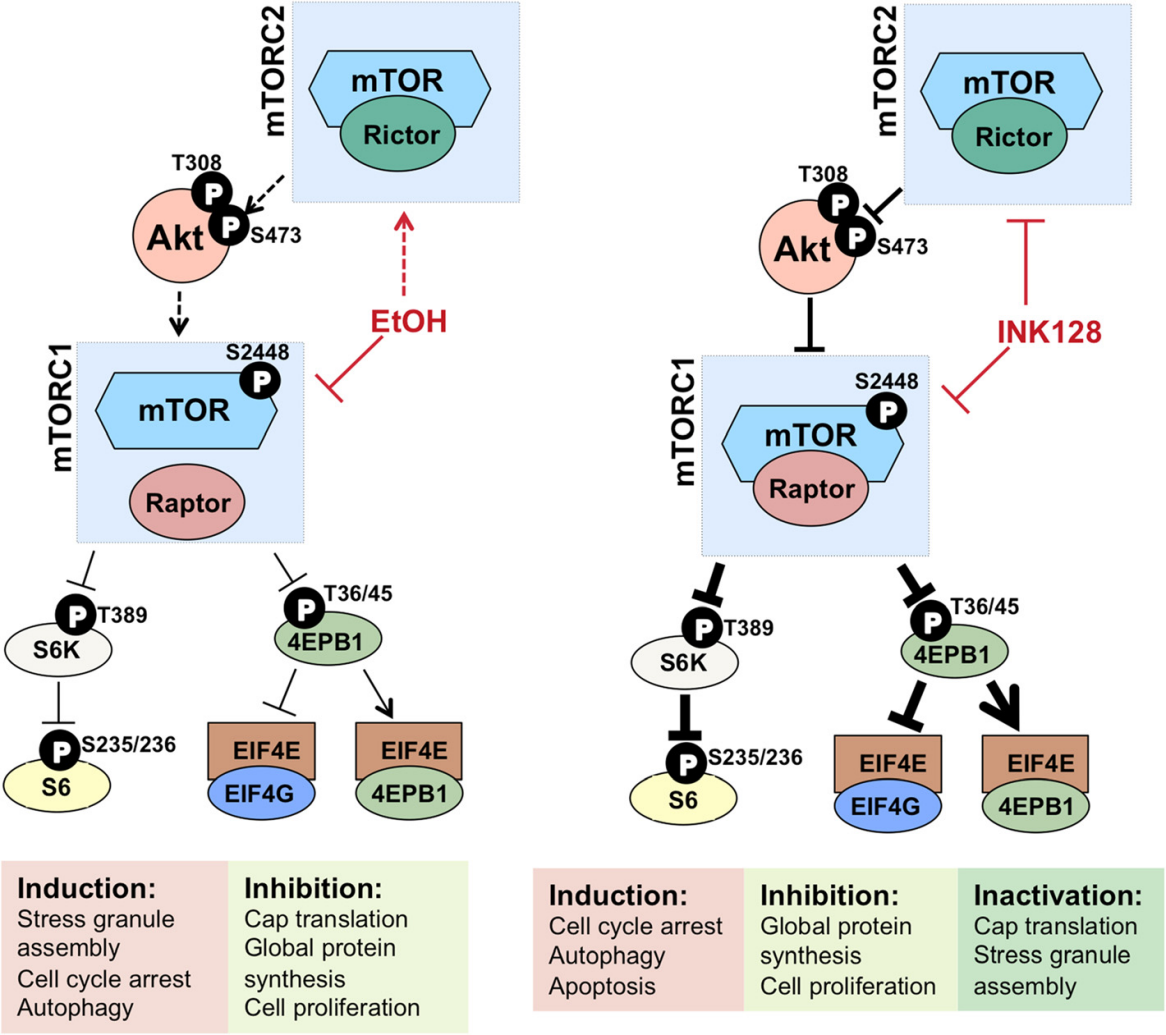
**Schematic of EtOH and INK128 impact on the mTOR pathway and cellular response.** Broken lines indicate no change or moderate increase.

## Discussion

mTOR is a central node in the regulation of critical cellular processes including protein synthesis, cell growth and metabolism, which are often aberrantly stimulated in many pathologies including cancer. To date, many pharmacological inhibitors have been discovered which inhibit mTOR signaling, from the classical allosteric inhibitor, rapamycin, to more recent active site inhibitors such as PP242, Torin1, AZD8055 and INK128, [7,26,27,39]. Nevertheless, due to the many molecular levels regulating mTOR signal transduction, compounded by cell type specificity, the exact mechanisms of regulation and the impact of current therapeutics remain underdeveloped [40]. While EtOH has been shown to inhibit the mTORC1 signaling pathway, these studies have mostly been performed on non-human tissue [12,13,22-25], there have been few studies on human malignancy [14]. In contrast to most cancer types, a growing number of population studies have shown an inverse correlation between EtOH consumption and incidence of hematological malignancy [17-21]. However, the mechanisms behind EtOH-based regulation of mTOR components, mTORC1 and mTORC2, and their functional consequences in hematological malignancies are poorly understood.

In this study, we chose the catalytic mTOR inhibitor INK128 to compare with EtOH for the purpose of elucidating convergent and divergent pathways between the two treatments, in the context of DLBCL. INK128 is a second-generation ATP-competitive mTOR inhibitor that binds the mTOR catalytic domain and selectively inhibits both mTORC1 and mTORC2, and is currently in clinical trials [26,41,42]. We have demonstrated that treatment of DLBCL with EtOH suppressed mTORC1 activity in a dose dependent manner with concomitant augmentation of AKT phosphorylation at both Thr308 and Ser473, whereas the dual mTORC1/2 inhibitor INK128 completely abrogated AKT phosphorylation at these sites. While Akt phosphorylation was increased with EtOH treatment there was no concomitant increase in mTOR S2448 phosphorylation. Given that intact mTORC1 complex is required for specific S2448 mTOR site phosphorylation [43] it is conceivable that EtOH-induced disruption of the raptor-mTOR complex (Figure 1C) prevented mTOR from Akt mediated phosphorylation. Our finding that EtOH decreased raptor-mTOR association while increasing rictor-mTOR complex formation provides strong evidence for EtOH not only having a suppressive effect on mTORC1 but also an activating role in the mTORC2 pathway. Breuleux et al. (2009) demonstrated that selective mTORC1 suppression by RAD001, or knock down of raptor, elicits increased AKT S473 phosphorylation, requires rictor and can be modulated by mTORC2 complex [44]. I addition, it was found that the rictor-mTOR complex directly phosphorylated AKT/PKB at Ser473, which facilitated Thr308 phosphorylation by PDK1 [5]. It is also possible that, EtOH may modulate the Akt-mTOR interaction, Akt catalytic activity or subcellular location. Activation of p70S6K has been shown to modulate the phosphorylation mTOR S2448 [45], so it may be that through the inhibition of p70S6K (via mTORC1 disruption) that AKT is no longer able to physically interact with and phosphorylate the S2448 site. Although previous research has demonstrated EtOH’s effect on mTOR to be both TSC1/2 and AMPK independent [14], EtOH may affect other unknown upstream kinases. Nearly full inhibition of mTORC1 and mTORC2 by INK128, however, did not cause changes in or slightly increased mTORC1/2 complex formation. This is likely due to a much stronger ablation of the negative feedback mechanisms that drive raptor and rictor dissociation, keeping complex activity balanced [46].

mTOR is known to modulate cap-dependent translation through the phosphorylation of the translation inhibitor 4E-BP1 and to subsequently prevent 4E-BP1 binding to eIF4E [6,47,48]. eIF4E is an essential component in initiating cap-dependent translation via its binding to 5’ 7-methyl-GTP cap structure on mRNAs, which stimulates formation of the cap-binding eIF4F complex through its interaction with the scaffolding protein eIF4G [49-51]. Since 4E-BP1 directly competes with eIF4G for the same eIF4E-binding site, mTORC1-induced 4E-BP1 phosphorylation results in more eIF4G binding to eIF4E, recruitment of the 40S ribosomal subunit to the 5′ cap and enhanced cap-dependent translation initiation [51-53]. Fournier et al. (2013) reported that mTORC1, through the phosphorylation of 4E-BP1 and consequent regulation of eIF4E-eIF4G association, facilitates SG formation [35]. We discovered that EtOH resulted in inhibition of mTORC1 phosphorylating 4E-BP1, consequently causing a moderate reduction in eIF4E-eIF4G complex assembly and promoting assembly of SG. We further demonstrated that INK128-induced mTOR inhibition almost completely abolished the mTORC1-eIF4E pathway, leading to impaired SG formation. This result is consistent with the recent data showing that pharmacological inactivation of the mTOR pathway by PP242 resulted in failure of SG assembly [35]. The authors demonstrated that PP242-induced hypo-phosphorylation of 4E-BP1 and abrogation of eIF4E-eIF4G interaction by 4E-BP1 prevents eIF4E-mediated SG formation. We thus postulate that, similar to PP242, a possible mechanism by which INK128 impairs SG formation is the complete disruption of eIF4E-eIF4G complex by 4E-BP1, following treatment. Given that eIF4E-eIF4G complexes might be essential for assembly of SG under mild stress conditions [35], we speculate that the moderate decrease in mTOR signaling caused by EtOH and consequent eIF4E-eIF4G partial association allow for and promote SG formation. However, future experiments are needed to establish the role mTOR signaling in SG formation.

Using microarray analysis of actively translated polysomal mRNA, we found that EtOH affected the translation of fewer mRNAs than INK128. 

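At the study's thresholds EtOH changed 1223 genes in SUDHL-2 (489 higher, 734 lower) and 1208 in SUDHL-4 (772 higher, 436 lower), and INK128 changed 1506 (753 higher, 753 lower) and 1775 (950 higher, 825 lower). The Z-ratio cut scales with each comparison's own SD of log2 fold changes, so these counts are not on 1 scale. That SD was 0.36 with EtOH and 0.30 with INK128 in SUDHL-2, and 0.18 and 0.39 in SUDHL-4. At an adjusted p under 0.05 EtOH changed 2367 in SUDHL-2 (1308 higher, 1059 lower) and 57 in SUDHL-4, and INK128 530 and 2260. In 1 fit of all 23 arrays the SUDHL-2 counts were 1470 with EtOH and 1494 with INK128. Array weights gave 4088 with INK128 there, so the order in SUDHL-2 depends on the fit. The overall size of the response, as the root mean square log2 fold change less the part due to error, was 0.338 with EtOH and 0.238 with INK128 in SUDHL-2, a ratio of 1.42. In SUDHL-4 it was 0.14 with EtOH and 0.348 with INK128, a ratio of 0.404. The EtOH size in SUDHL-2 rests on 2 arrays, and many of its strong falls rest on 1 probe. There 225 genes with several probes had 1 that fell by over 1 with an adjusted p under 0.05 (limma). The lowest probes had a median of -1.42 and the 339 other probes of these genes -0.06. HMGCS1, the cholesterol synthesis gene, was higher with EtOH than with INK128 in both lines, with EtOH minus INK128 at 1.41 in SUDHL-2 (adjusted p = 0.000218, limma) and 1.46 in SUDHL-4 (adjusted p = 5.91e-05). TCL1B and CD27, genes of B-cell growth and survival, were lower in SUDHL-4 by the same contrast (-1.14 and -1.18, adjusted p = 0.000493 and 0.000283), and TCL1B in SUDHL-2 (-0.88, adjusted p = 0.0097). In SUDHL-4 TCL1B lay near background with water (-1.86 to -1.90) and EtOH (-1.91 to -1.96). Its contrast there thus rests on the rise with INK128, and its EtOH response is not measured. Leaving out 1 array moved the ratio between 1.06 (without INK128 replicate 1) and 1.64 (without INK128 replicate 3) in SUDHL-2 and between 0.359 and 0.489 in SUDHL-4. It moved the counts at an adjusted p under 0.05 with EtOH to as few as 1048 (without EtOH replicate 2) in SUDHL-2 and 1 (without water replicate 1) in SUDHL-4, and with INK128 to as few as 170 (without DMSO replicate 3) in SUDHL-2 and 1373 (without DMSO replicate 3) in SUDHL-4.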

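Of the genes changed in both SUDHL-2 and SUDHL-4 by EtOH or INK128 at the study's thresholds, 97.4% were not shared between the treatments, counted over the genes of either treatment. Counted over the genes with EtOH alone it was 93.2%, and over those with INK128 alone 96%. These shares rest on 12 shared genes, where the paper has 45. The paper does not name the set of genes behind its own share. Its counts of shared and EtOH genes give that share, and its counts of INK128 genes do not. The 93.2% over the genes with EtOH is thus the nearest match, though the tests behind the 2 shares may differ. The fold changes of EtOH and INK128 over all 14636 genes correlated with a Pearson r of 0.22 in SUDHL-2 (Spearman rho 0.22) and 0.25 in SUDHL-4 (rho 0.23). These are correlations across genes, which are not independent replicates, and no control array is shared between the treatments. Between the lines, r was 0.23 with INK128 and 0.35 with EtOH (rho 0.20 and 0.23). B-cell receptor genes differed between the treatments in SUDHL-4, with a median of -0.55 for EtOH minus INK128 (15 of 34 lower, adjusted p = 1.12e-10 from limma's camera, and adjusted p = 0.00112 with an estimated correlation), beside GCB markers (-0.53, 8 of 18 lower, adjusted p = 1.17e-06; adjusted p = 0.00407). In SUDHL-2 neither list passed for the difference (medians -0.03 and -0.08, adjusted p = 0.0972 and 0.453). Cholesterol synthesis genes went the other way in SUDHL-2 and SUDHL-4 (0.50 and 0.58, 3 and 8 of 19 higher, adjusted p = 0.00024 and 6.92e-06, and adjusted p = 0.0235 and 0.0106 with an estimated correlation), as did hypoxia targets (0.26 and 0.38, adjusted p = 0.000136 and 0.000148; adjusted p = 0.0235 in each line). The EtOH cells of these contrasts grew in sealed flasks for 48 h, and INK128 was given for 24 h. Such differences thus cannot be assigned to the agents alone. Leaving out 1 array moved r between EtOH and INK128 to 0.13 (without SUDHL-2 water replicate 2) in SUDHL-2 and 0.12 (without SUDHL-4 INK128 replicate 3) in SUDHL-4. The r between lines was 0.11 for INK128 without SUDHL-2 INK128 replicate 1 and 0.10 for EtOH without SUDHL-4 EtOH replicate 1.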

Intriguingly, almost 80% of the genes did not overlap between the two treatments, indicating that EtOH and INK128 exposure distinctly modulate the DLBCL translatome while confirming a previous study which detailed distinct translational profiles with different mTOR inhibitors [48]. 

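Single components of the mTOR pathway changed with both treatments, without a shift of the 60 measured components as a list. With INK128, 3 rose and 2 fell in SUDHL-2 and 8 rose and 7 fell in SUDHL-4 (adjusted p = 0.321 and 0.753, limma's camera). With EtOH, 7 rose and 7 fell in SUDHL-2 and 1 rose in SUDHL-4 (adjusted p = 0.944 and 0.458). RHEB, the GTPase that activates mTORC1, rose by 0.68 with INK128 in SUDHL-2 (SE 0.13, adjusted p = 0.0141), and TSC1, part of the complex that restrains RHEB, by 0.95 in SUDHL-4 (SE 0.13, adjusted p = 0.000414). With EtOH in SUDHL-2, TTI1, which helps assemble the mTOR complexes, rose by 1.03 (SE 0.10, adjusted p = 0.000105), while the mTORC2 subunit MAPKAP1 fell by 0.51 (SE 0.08, adjusted p = 0.00192), the mTORC1 subunit AKT1S1 by 0.46 (SE 0.08, adjusted p = 0.00236) and the AKT-activating kinase PDPK1 by 0.76 (on 1 of 2 probes, SE 0.14, adjusted p = 0.00347). MTOR itself rose by 0.46 with EtOH in SUDHL-4 (SE 0.08, adjusted p = 0.0429). The difference between the treatments did not pass for the list in either line (adjusted p = 0.504 and 0.546). The calls of RHEB (adjusted p = 0.0559 without DMSO replicate 3) and MTOR (0.175 without SUDHL-4 water replicate 1) ended with 1 array left out.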

Despite finding that most of the genes were unique to each treatment, many of those genes differentially controlled by EtOH and INK128 are involved in similar pathways such as AKT/mTOR signaling, protein synthesis, cell cycle, proliferation and apoptosis. It has been previously reported that some of the mRNAs involved in protein synthesis and translationally controlled by mTOR may contain 5’ terminal oligopyrimidine (5’TOP) or TOP-like pyrimidine-rich translational element (PRTE) motifs within their 5’ untranslated regions (5’ UTRs) [26,54-56]. We found that 21.4% of the INK128 regulated genes possess a PRTE-like motif, however instead of thymidine enrichment in the 6^th^ position, thymidine appears in the 5^th^ (Additional file 8: Figure S6). In the group of genes whose expression was altered by EtOH treatment, no statistically significant motifs were found. However, future studies are needed to determine the regulatory mechanism for these sequences and their involvement in the mTOR drug response.

The fact that EtOH treatment less markedly affected gene expression is consistent with EtOH incompletely interfering with the activity of mTORC1 when compared to the efficient inhibition of mTORC1-dependent eIF4E activation by INK128. Our findings further establish that although the end result of mTOR inhibition is a global decrease in protein synthesis, differential inhibition of mTOR signal transduction may distinctly modulate translation of specific subsets of mRNAs that control the key cellular processes responsible for cell fate.

Despite its modest effect on translation, treatment with EtOH resulted in a similar cellular phenotype to INK128, albeit weaker, by inhibiting cell cycle progression and proliferation while promoting the induction of autophagy. While active mTORC1 promotes cell growth, it also negatively regulates autophagy through the phosphorylation-driven repression of the ULK1/Atg13/FIP200 kinase complex. Autophagy involves the cellular degradation of unnecessary or dysfunctional cellular components via lysosomes. This degradative pathway promotes cell survival during starvation or other stressors by maintaining cellular energy levels. With respect to cancer, autophagy is often associated with a pro-survival phenotype, whereas in other cases it can promote cell death [57]. It is therefore interesting that INK128, although responsible for the induction of autophagy, also induced cell apoptosis, suggesting that while EtOH decreases DLBCL cell viability, full inhibition of mTOR cannot be salvaged by autophagy. Finally, it is important to note that in contrast to the specific activity of INK128, EtOH can exert many pleiotropic effects in addition to the suppression of mTOR signaling and protein synthesis. Ethanol exposure has been shown to produce reactive oxygen species (ROS) and elicit an oxidative stress response [22]. Ethanol has also been shown to induce ER stress-mediated neuronal cell death thus limiting the interpretation of our data [23]. It remains to be determined if other pleiotropic effects of EtOH participate in, or can account for, its overall influence on hematological malignancies.

## Conclusions

In summary, we provide evidence that EtOH partially inhibits mTOR activity compared to INK128’s complete suppression of mTOR, resulting in differential regulation of downstream mTOR targets and consequent differences in cellular responses and cell fate (Figure 8). Although INK128 can fully inhibit the activity of mTOR, we have shown through a comprehensive investigation of signal transduction, translatome analysis, and phenotypic observation that when comparing EtOH treatment to an equipotent dose of INK128, significant differences are seen that may account for a decreased incidence of hematological malignancy in alcohol consumers. These findings additionally support a model for mTOR functioning as a ‘master’ upstream regulator of a functionally related subset of mRNAs and further reveals the complexity of its control.

## Materials and methods

### Cell culture and treatments

The collection of tissues was determined by our University of Maryland Medical School IRB to be Not Human Subjects Research, as no identifying information was collected from subjects, therefore no written informed consent was required or collected. SUDHL-2 and SUDHL-4 diffuse large B-cell lymphoma (DLBCL) cell lines (ATCC) were cultured in RPMI Medium 1640 (Gibco BRL) supplemented with 10% fetal bovine serum (FBS) at 37°C in 5% CO_2,_ as previously described [58]. Cells were treated with EtOH at concentrations of 20, 40 or 100 mM for 24 h, unless differently specified, and cultured in sealed flasks to maintain EtOH concentrations in the culture medium, as previously described [13,22,25]. Cells were treated with INK128 (Selleckchem) dissolved in dimethyl sulfoxide (DMSO). Rapamycin (Sigma) was used at a concentration of 20 nM. Vehicle controls were treated with 0.01% DMSO.

### Primary human tonsillar B-cell isolation and lymphoblastoid cell line generation

Primary human tonsillar B-cells were provided by the University of Maryland Greenebaum Cancer Center Pathology Biorepository and Research Core from routine tonsillectomies in accordance with the guidelines of the University of Maryland Medical School Institutional Review Board and conform to the Declaration of Helsinki. Tonsils were minced on ice and lymphocyte populations were separated by Ficoll, washed in Hank’s Balanced Salt Solution (HBSS) and stained with CD19-APC (BD Bioscience), CD38-FITC (BD Bioscience) and IgM-PE (eBioscience) in HBSS containing 5% FBS. Cells were then sorted through a 70 μM nozzle on a FACSAria II (BD Bioscience) cell sorter to a purity of greater than 99%. Both CD19+/CD38+/IgM- (germinal center) and CD19+/CD38-/IgM+ (naive) B-cells were then cultured in RPMI containing 10% FBS, 1% Pen/Strep and 1% amphotericin B while in the presence of Epstein-Barr virus (EBV) (ATCC VR-1492) for 6 weeks until outgrowth was observed.

### Western blotting and co-immunoprecipitation assay

For western blot analysis, protein lysates (10–50 μg) were size-separated by SDS-PAGE (Invitrogen), transferred onto PVDF membranes and probed with the indicated antibodies. Blots were probed with polyclonal rabbit antibodies recognizing p-mTOR (Ser 2448), mTOR, p-p70 S6 kinase (Thr 389), p70 S6 kinase, p-RPS6 (Ser 235/236), RPS6, p-4E-BP1 (Thr 36/45), 4E-BP1, p-AKT (Ser 473), p-AKT (Thr 308), Lyn, eIF4G, Caspase-3 and LC3A/B (Cell Signaling Technology), eIF4E, PARP-1, YWHAZ (Santa Cruz Biotechnology), Raptor, Rictor, MARS (Bethyl Laboratories), AKT (Upstate), polyclonal goat anti-FKBP11 antibody from Santa Cruz Biotechnology, or monoclonal mouse antibodies recognizing β-Actin (Abcam), CDC25A and TLC1A (Santa Cruz Biotechnology). After incubation with appropriate secondary antibodies, signals were detected by enhanced chemiluminescence (Pierce). For co-immunoprecipitation assays, IgG or mTOR antibodies (Cell Signaling Technology) were added to 0.2 mg protein lysates and incubated overnight at 4°C. Following incubation (1 h, 4°C) with Protein A-Sepharose beads (Invitrogen) complexes were washed three times with NT2 buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP-40) and analyzed by western blotting.

### Polyribosome fractionation

Cells were lysed in cytoplasmic lysis buffer (5 mM Tris, 2.5 mM MgCl_2_, 1.5 mM KCl, 1% Triton X-100, 0.5% Sodium Deoxycholate and 2 mM DTT), loaded on 10 - 50% linear sucrose gradients and fractionated as previously described [58,59]. The RNA in each fraction was monitored by optical density measurement (A254) and eleven fractions were collected with a fraction collector (Brandel). The RNA from each fraction was isolated by Trizol (Invitrogen) and used for RT-qPCR analysis. RNA from high molecular weight polysomal fractions, with actively translated mRNAs (fractions 9–11), were pooled and used for microarray analysis.

### Analysis of newly translated protein

Analysis of *de novo* translation was performed as reported previously [58]. Briefly, after treatments, cells were incubated with L-[^35^S]methionine and L-[^35^S]cysteine (Easy Tag EXPRESS; NEN/Perkin-Elmer) for 20 min and radiolabel incorporation was monitored by resolving cell lysates on SDS-PAGE followed by transfer onto PVDF membranes and visualization with a PhosphorImager (GE Healthcare).

### m7GTP pull-down and luciferase assay

7-methyl-GTP cap analog pull-down was carried out as previously described [58]. Shortly, 500 ug of total cell lysates were incubated with the 7-methyl-GTP cap analog bound to Sepharose beads (Jena Bioscience), washed, and the cap-bound protein complex was eluted and analyzed by western blotting.

### Immunofluorescence

Cells were fixed in 1% paraformaldehyde and permeabilized in PBS with 0.5% Triton X-100. After washing with 0.1% PBST, cells were incubated in IF blocking buffer (3% BSA, 0.1% Tween-20 in PBS) for 1 h at RT. Cells were then incubated overnight at 4°C with mouse anti-G3BP1, goat anti-TIAR (Santa Cruz Biotechnology), or sheep anti-LC3A (Abcam) antibodies in blocking buffer (1:200) and washed with PBS + 0.1% Tween-20. They were further incubated for 1 h at RT with the appropriate secondary goat anti-mouse Alexa Fluor 568, donkey anti-sheep Alexa Fluor 488 and donkey anti-goat Alexa Fluor 488 secondary antibodies (Molecular Probes; 1:200 dilution) and washed with PBS + 0.1% Tween-20. The stained cells were seeded on slides and mounted using ProLong Gold mounting medium with DAPI (Invitrogen). Photos were taken using a fluorescence microscope (Nikon TE2000S).

### Analysis of cell cycle, apoptosis and autophagy

Cells were fixed with 70% EtOH, washed with PBS, stained using PI/RNase staining buffer (BD Biosciences) and analyzed for cell cycle with a flow cytometer. Apoptosis was analyzed by flow cytometry with the PI/Annexin V staining kit (BD Biosciences). Autophagy was analyzed by treatment with 10 μM chloroquine diphosphate (Sigma) and with either EtOH, INK128 or rapamycin for 6 h. Appearance of LC3A positive autophagic puncta was assessed by immunofluorescence microscopy and, indicative of autophagic activity, conversion of LC3-I to LC3-II was monitored by western blotting.

### Microarray data analysis

Microarray and data analysis was performed as previously described [58]. Briefly, RNA isolated from sucrose fractions was labeled with Illumina TotalPrep RNA Amplification Kit (Ambion; Austin, TX) and analyzed using human HT-12 v1.0 gene expression BeadChips containing 48,000 RefSeq transcripts (Illumina, San Diego, CA). Microarray data were filtered by the detection p-value ≤ 0.02, normalized by Z-score transformation, tested for significant differences in signal intensity and analyzed for sample quality. Genes were considered significantly changed after calculating Z-ratio, indicating fold difference (Z > 1.5 or < −1.5), false discovery rate (fdr ≤ 0.3) and p <0.05. Differentially expressed genes were analyzed by Ingenuity Pathways Analysis (IPA) to identify the top functional networks and Gene Ontology (GO) analysis to identify key biological categories that were significantly changed in EtOH- or INK28-treated versus untreated control cells. See GEO database www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62790 for complete microarray data.

### RT-qPCR analysis

Total and polysomal RNA were reverse transcribed with the iScript cDNA synthesis kit (Quanta Biosciences), and qPCR analysis was carried out using iQ SYBR Green Supermix (Quanta Biosciences) on a BioRad CFXConnect instrument. Oligonucleotides used for detection of specific mRNAs in each fraction from sucrose gradients are as follows: CTGGCTAAAGCTGGTGAAGG and TGGGTCTATTGGCCTTTCTG for FKBP11 mRNA, CCGCTGGTTTAACATTTCGT and TCAGCAACTGCTGGAAAATG for MARS mRNA, CATGGACTCCAGGAGGGTAA and TCACAGGTGACTGGGGTGTA for CDC25A mRNA, TATGACCCCCACCCAGATAG and ACTAAGCGCCAGAAACTGGA for TCL1A mRNA, GGAGGAGCCCATTTACATCA and ATGTATGCCATTCCCTCTGC for LYN mRNA, AGACGGAAGGTGCTGAGAAA and GAAGCATTGGGGATCAAGAA for YWHAZ mRNA and, CGGAGTCAACGGATTTGGTCGTAT and AGCCTTCTCCATGGTGGTGAAGAC for GAPDH mRNA.

## Additional files

Additional file 1: Figure S1. DLBCL cells were treated with EtOH for 24 h or with INK128 for 3 h at the indicated concentrations. Cell lysates were analyzed by western blotting. β-Actin served as a loading control. The data are representative of three independent experiments. Additional file 2: Figure S2. EtOH and INK128 influence on mTORC1/2 activity in B-lymphoblastoid cell lines. GCB or naïve B-cells were treated with EtOH for 24 h, with INK128 for 3 h at the concentrations as indicated, or 20 nM rapamycin (Rap.) for 3 h and the phosphorylation states and total levels of indicated proteins were detected by western blotting. Additional file 3: Table S1. Genes with the most altered translation induced by EtOH and INK128 in DLBCL cells. Additional file 4: Table S2. The top five functional networks identified by Ingenuity Pathways Analysis (IPA) from the genes translationally regulated by EtOH or INK128. Additional file 5: Figure S3. Functional categories of polysome-associated mRNAs in EtOH (20 mM) and INK128 (40 nM) treated DLBCL cells. Heat map represents the top annotations with greatest representation of altered genes. Additional file 6: Figure S4. Representative picture of flow cytometry cell cycle analysis performed 48 h after SUDHL-2 cells treated with indicated doses of EtOH, INK128 or 20 nM rapamycin (Rap.). Additional file 7: Figure S5. Representative picture of flow cytometry analysis of Annexin V/PI staining in SUDHL-2 cells 72 h after treatment with indicated doses of EtOH, INK128 or rapamycin. Additional file 8: Figure S6. Pyrimidine Rich Translational Element (PRTE) motif found within the 5’ UTRs of 21.4% of INK128 responsive translationally regulated mRNAs by MEME (Multiple EM for Motif Elucidation).

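Table S1 lists 93 genes by Z-ratio. For 71 of them the deposited annotation has a probe of the same symbol, and for 70 of these the Z-ratios in all 4 comparisons were found again, to within 0.006, from the deposited Z-scores of all probes. The value came from the gene's only probe in 52 cases, such as FKBP4, from 1 probe of several in 11, such as the ribosomal protein gene RPL8, and from the mean of 2 probes in 7; NIN had no match. A Z-ratio is the difference of mean Z-scores divided by the SD of that difference over all probes. The study's thresholds were applied with limma to the mean of each gene's probes. Of the 71 genes, 50 changed in the same direction in both SUDHL-2 and SUDHL-4 with at least 1 treatment, and 21 did not.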

## Abbreviations

*4E*-*BP1*: Eukaryotic translation initiation factor 4E binding protein 1
*5*’ *UTR* 5’: Untranslated region
*5*’*TOP* 5’: Terminal oligopyrimidine
*AKT*: Protein kinase B, a serine/threonine specific protein kinase
*DLBCL*: Diffuse large B-cell lymphoma
*eIF4E*: Eukaryotic translation initiation factor 4E
*EtOH*: Ethanol
*GO*: Gene Ontology analysis
*IPA*: Ingenuity Pathway Analysis
*m7GTP*: 7-methyl guanosine 5’-triphosphate
*MAP1LC3 or LC3*: Microtubule-associated protein 1 light chain 3
MEME: Multiple EM for Motif Elucidation
*mRNP*: Messenger ribonucleo-protein
*mTOR*: Mechanistic target of rapamycin, or mammalian target of rapamycin
*PRTE*: Pyrimidine-rich translational element
*RPS6*: Ribosomal protein S6
*S6K1* or *p70S6K*: S6 kinase 1
*SG*: Stress granule
*SGK*-*1*: Serum/glucocorticoid-regulated kinase 1
*TORKinib*: TOR kinase domain inhibitor

# Supplementary material for: Distinct inhibitory effects on mTOR signaling by ethanol and INK128 in diffuse large B-cell lymphoma
**Source:** Cell Commun Signal. 2015 Mar 1;13:15. doi: 10.1186/s12964-015-0091-0
**Supplement:** Additional file 3: Table S1. — Genes with the most altered translation induced by EtOH and INK128 in DLBCL cells.

**Table S1. Genes with the most altered translation induced by EtOH and INK128 in DLBCL cells**

# Supplementary material for: Distinct inhibitory effects on mTOR signaling by ethanol and INK128 in diffuse large B-cell lymphoma
**Source:** Cell Commun Signal. 2015 Mar 1;13:15. doi: 10.1186/s12964-015-0091-0
**Supplement:** Additional file 4: Table S2. — The top five functional networks identified by Ingenuity Pathways Analysis (IPA) from the genes translationally regulated by EtOH or INK128.

**Table S2 The top five functional networks identified by Ingenuity Pathways Analysis (IPA) from the genes translationally regulated by EtOH or INK128**

|  | **ID** | **Associated Network Functions** | **Score** |
| --- | --- | --- | --- |
| SUDHL-2 EtOH | 1 | Cell Death and Survival, Hematological System Development and Function, Tissue Morphology | 124 |
| 2 | Cell Death and Survival, Hematological System Development and Function, Tissue Morphology | 13 |
| 3 | Dermatological Diseases and Conditions, Immunological Disease, Cardiovascular Disease | 0 |
| 4 | Cellular Compromise, Connective Tissue Development and Function, Embryonic Development | 0 |
| 5 | Cellular Assembly and Organization, Cellular Development, Cellular Function and Maintenance | 0 |
| SUDHL-4 EtOH | 1 | Hematological System Development and Function, Tissue Morphology, Cellular Development | 57 |
|  | 2 | Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function | 31 |
|  | 3 | Cellular Assembly and Organization, DNA Replication, Recombination, and Repair, Cell Cycle | 0 |
|  | 4 | Cell-To-Cell Signaling and Interaction, Cellular Function and Maintenance, Hematological System Development and Function | 0 |
|  | 5 | Cellular Development, Hematological System Development and Function, Hematopoiesis | 0 |
| SUDHL-2 INK128 | 1 | Hematological System Development and Function, Tissue Morphology, Cell Death and Survival | 52 |
|  | 2 | Cell Death and Survival, Cellular Development, Cellular Growth and Proliferation | 22 |
|  | 3 | Cellular Development, Hematological System Development and Function, Hematopoiesis | 1 |
|  | 4 | Dermatological Diseases and Conditions, Developmental Disorder, Hereditary Disorder | 1 |
|  | 5 | Nervous System Development and Function, Organ Morphology, Tissue Morphology | 1 |
| SUDHL-4 INK128 | 1 | Hematological System Development and Function, Tissue Morphology, Cellular Development | 100 |
|  | 2 | Cell Death and Survival, Cellular Development, Cellular Growth and Proliferation | 31 |
|  | 3 | Hematological System Development and Function, Tissue Morphology, Cellular Development | 10 |
|  | 4 | Cellular Development, Cellular Growth and Proliferation, Dermatological Diseases and Conditions | 1 |
|  | 5 | Cell-To-Cell Signaling and Interaction, Cellular Movement, Hematological System Development and Function | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

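Polysomal RNA of the DLBCL lines SUDHL-2 and SUDHL-4 had been hybridised to Illumina HumanHT-12 BeadChips after treatment with EtOH or INK128. The 23 arrays form 8 groups of 3, except SUDHL-2 with EtOH, with 2 arrays. The authors read the arrays with GenomeStudio 1.9.0 and deposited the non-normalized signal intensity of each probe. Beside each signal they deposited a detection p-value against the array's negative controls. What normalization came before the export is not given in the sources used here. The authors also deposited a score table, and its values were found equal to the Z-score of each array's log signal over all probes. The test behind the study's p-values is not given in the sources used here.

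Of 47323 listed probes 92 had no values, and 47231 were read. A probe was kept when its detection p was at or under 0.02 on every array of at least 1 group, which left 18136; 10838 were detected on every array. The deposited signal was taken to log2 here. A signal below the lowest signal of any detected probe on its array (59.4 to 91.4) was set to that signal. Each array was brought to a Z-score over the kept probes and multiplied by the mean SD of the arrays, 2.03, so that differences are on a log2 scale. Probes of 1 gene symbol were averaged (2790 genes had over 1 kept probe). Probes without a single symbol stayed separate, which gave 14636 entries for the tests. Symbols were brought to current names through the deposited Entrez IDs, which changed 0 symbols.

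limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) fitted the 4 groups of each experiment together, with the moderated test of eBayes and Benjamini-Hochberg adjustment. EtOH minus INK128 was fitted on all 23 arrays. It compares 48 h of EtOH with 24 h of INK128, so agent and exposure time cannot be told apart in it. A gene was called at an adjusted p under 0.05. The study's thresholds were also applied with limma as the test: p under 0.05, false discovery rate at or under 0.3 and a Z-ratio beyond 1.5 in either direction, in the same direction in both lines. Fold changes are log2 fold changes, and SE is the standard error from the moderated test. The 36 gene lists, fixed before the data were examined together with the tests, the main alternatives and the rule for named genes, were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Adjustment was over all lists and comparisons of a kind. Lists with fewer than 5 measured genes were not tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

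The genes named are those the study names on the arrays, and GAPDH; per treatment the 8 largest rises and the 8 largest falls by the mean of the lines, among genes called in the same direction in both, with places left over filled at the study's thresholds; of each list up to 4 members with the smallest p; and for differences between lines or treatments the 4 largest each way. Genes outside this rule are marked where they appear. The study's values for its named genes and for Table S1 had been read before the rule was applied. A gene not above background in either group of a comparison is given no fold change.

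The replicate numbers in the array titles were checked for pairing by correlating the deviations of same-numbered treated and control arrays from their group means. With EtOH the correlations were 0.42 and 0.55 in SUDHL-2 and 0.39, 0.19 and 0.14 in SUDHL-4. All are over 0.1, so the title numbers may pair these arrays, on the data alone and not on a statement in the sources. The check is weak, since the deviations of the 2 SUDHL-2 EtOH arrays mirror each other and no other pairs were compared there. The main fits use no pairing, which enters only as a replicate block among the alternatives. With the title block the EtOH line difference went from 777 to 1489 genes. The numbers in the sample names give the same pairs in SUDHL-2 and other pairs in SUDHL-4, with correlations of 0.39, 0.04 and 0.25, and which numbering is right was left open. The alternatives were quantile normalization, median centring, background correction by normexp with an offset of 16, other detection filters, the Z-score over all probes, the deposited Z-score table, each probe kept apart, each line alone, all arrays together, replicate blocks, other forms of the test, and leaving out each array in turn. On simulated data with 100 genes changed by each of 0.5, 1 and 2 on the log2 scale, 32% of the smallest changes were recovered in each line with INK128, and 62% and 74% in SUDHL-2 and SUDHL-4 with EtOH, with 7 to 15 false calls among 14336 unchanged genes. The noise was drawn independently for each gene and array, with 1 SD per gene and experiment. Deviations shared across an array and unequal spread between groups, as on the real arrays, were thus not simulated. Polysome profiles, total RNA, network and motif analyses were not analysed here.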

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

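The test of culture in sealed flasks was chosen only after its result was seen; the other tests in this part were fixed before theirs. A list with a signal the paper does not report on is given with its median log2 fold change, and a difference between the lines is SUDHL-2 minus SUDHL-4 and was tested as such with limma.

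The lines differed in their response to INK128 for 633 genes, 320 higher and 313 lower in SUDHL-2 than in SUDHL-4. Of these, 114 were at background on every array of 1 of the lines, where a response cannot be measured. Among genes above background in both lines, those furthest apart were the copper chaperone COX17 (2.01, adjusted p = 0.0154), CCDC167 (1.97, adjusted p = 0.0347; 0.0862 without SUDHL-2 DMSO replicate 1), PHPT1 (1.95, adjusted p = 0.012) and GNG5 (1.85, adjusted p = 0.00271), and on the other side LTB (-2.84, adjusted p = 0.00067) and RNA5S9 (-2.17, adjusted p = 0.00167). IL17F, not above background in SUDHL-4, and DPEP2, not above background in SUDHL-2, are given no difference. Of 100 splits of the arrays, 4 gave as many genes, the real one included (real 633, highest other 1087). The other 3 all kept the INK128 arrays of SUDHL-4 apart from their DMSO arrays, so the response of SUDHL-4 alone can give as many, and the splits cannot exclude chance for a difference between the lines. The 83 splits that kept neither line's treatment apart gave 0 genes. Leaving out 1 array moved the count to between 221 (SUDHL-4 DMSO replicate 3) and 1189 (SUDHL-2 INK128 replicate 1).

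The lines differed in their response to EtOH for 777 genes (434 higher in SUDHL-2), which became 1489 with the replicate number as a block and 309 without SUDHL-2 EtOH replicate 2. Of the 777, 204 were at background on every array of 1 of the lines. Among the others EIF5A (1.43, adjusted p = 0.00264) and CDKN1A (1.27, adjusted p = 0.00374) were higher, and ARPC1B (-3.19, adjusted p = 0.000769), AP1S1 (-2.40, adjusted p = 0.0118) and PSMC4 (-2.37, adjusted p = 0.0253) lower. CEBPD, CXCL13 and CTAG1A were not above background in SUDHL-4 and are given no difference, and the calls of AP1S1 (0.0627) and PSMC4 (0.108) ended without SUDHL-2 EtOH replicate 2. The G2/M list differed as well (median difference 0.1739, adjusted p = 0.0163, and adjusted p = 0.822 with an estimated correlation).

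With INK128, 9 lists differed between the lines. Mitochondrial respiratory chain genes (median difference 0.7479, adjusted p = 1.91e-12), mitochondrial ribosomal proteins (0.3696, adjusted p = 0.000158) and G1/S genes (0.281, adjusted p = 0.000959) were higher in SUDHL-2 than in SUDHL-4. The GCB markers (-0.5552, adjusted p = 0.000706), MHC class II genes (-0.4531, adjusted p = 3.03e-06), other 5'TOP mRNAs (-0.4466, adjusted p = 0.0163), FOXO targets (-0.389, adjusted p = 0.00158), B-cell receptor signaling (-0.3575, adjusted p = 1.7e-05) and NF-kB targets (-0.3494, adjusted p = 5.16e-05) were lower. None of these held with an estimated correlation (adjusted p from 0.0927 to 0.468). In SUDHL-2 the MHC class II and FOXO lists each had a median of 0.0428, the same as the lists of monocyte and of epithelial markers. That is the shift of probes at background, so the middle genes of these lists give no measured response in SUDHL-2.

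Signals in lists the paper does not report on as groups came from both treatments, though it discusses LYN of B-cell receptor signaling, and its Table S1 holds LYN, RASGRP3 and FCRLA of that list, HLA-DMA, HLA-DMB and HLA-DOB of MHC class II, ATF5 of the ATF4 targets and ANKRD37 of the hypoxia targets. With INK128 they were ATF4 targets (-0.2636 in SUDHL-2 and -0.3099 in SUDHL-4), B-cell receptor signaling (0.2022 and 0.607), the proteasome (-0.257 and -0.3301) and MHC class II genes in SUDHL-4 (0.5994, and 0.3554 with median centring). With EtOH they were cholesterol synthesis (0.3611 and 0.2519) and hypoxia targets (0.2108 and 0.1717).

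The cholesterol and hypoxia lists rose with EtOH in SUDHL-2 and SUDHL-4, though not with an estimated correlation (adjusted p = 0.131 and 0.0693 for cholesterol, 0.156 and 0.0693 for hypoxia). All 10 of the EtOH array means over the lists, 5 arrays and 2 lists, lay above every water array of the same line, which argues against a single array as the source. Over 4 other normalizations the highest adjusted p was 0.0112, which argues against the normalization. EtOH cells grew in sealed flasks, and whether the water cells did too is not stated in the sources used here, so that lower oxygen in the flask and EtOH itself cannot be told apart; the smaller of the hypoxia medians was 0.1717. An effect of EtOH thus stays open beside it, as a hypothesis.

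Respiratory chain genes had a median of 0.25 with INK128 in SUDHL-2 and -0.46 in SUDHL-4, neither called with an estimated correlation (adjusted p = 0.597 and 0.397). The difference of the medians was 0.7187 and stayed at 0.5702 or more with each of the 12 arrays left out, which argues against a single array. RNA of SUDHL-4 in a SUDHL-2 INK128 array is argued against by 59 probes specific to SUDHL-4, whose highest median signal with INK128 was 0.905 times that with DMSO in SUDHL-2. A difference between the lines in how these mRNAs respond may thus be biological, which is a hypothesis, found and tested on the same arrays. In SUDHL-2 the call of the list ended without DMSO replicate 1 (median 0.11, adjusted p = 0.148) or INK128 replicate 3 (median 0.13, adjusted p = 0.0916), so a rise in SUDHL-2 is less certain than the fall in SUDHL-4.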

How the results depend on the processing

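The tests named as added here were chosen only after the results were seen: each detected probe of a gene required to change, 12 counts probe by probe on the deposited scores at the study's thresholds, single probes for the Z-ratios, and the gene lists with the replicate number as a block. Over the other settings, left-out arrays apart, 201 of the summary values stayed within 1.5 times, or within 1 SD, and 60 did not. Of 6038 values for 410 gene results, 5420 kept their direction and side of the threshold, 594 lost the call, 21 gained it and 3 turned. Of 448 for 56 called list results, 420 kept both, 27 lost the call and 1 turned. The causes were not tested, apart from those a setting itself brings, such as fewer probes or fewer arrays. Arrays with low signal limit what can be seen: median signals were 46.4 to 76.8, near the lowest detected signals. A slide block was not run, since the sources name no slides. Each line fitted alone gives no difference between the lines. Array weights were estimated gene by gene, since the default estimate did not converge.

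The values outside these bounds follow, with INK128 or EtOH and the line naming the count of genes. Z-score over all probes, and the deposited table: EtOH SUDHL-4 114 in each. All 23 arrays: EtOH SUDHL-2 1470, SUDHL-4 31, both lines 7, study's thresholds 53. INK128 SUDHL-2 1494, both 523. Shared 3. Line difference EtOH 366, INK128 1635. Array weights: EtOH SUDHL-4 938, both 208. INK128 SUDHL-2 4088, SUDHL-4 5818, both 1817, study's thresholds 476. Shared 25. EtOH minus INK128 2866 and 4363. Line difference EtOH 1448, INK128 3791. Trend and robust: INK128 both 122. Each line alone: EtOH SUDHL-4 0 and both 0 (limma, 4568 and 658 at an unadjusted p under 0.05), INK128 SUDHL-2 6, both 3, EtOH minus INK128 in SUDHL-2 344. Unmoderated: EtOH SUDHL-4 0 and both 0 (1885 and 569 unadjusted), study's thresholds 83. INK128 SUDHL-2 341. Shared 6. Line difference INK128 340. Median centring: EtOH SUDHL-4 26, both 12. INK128 SUDHL-2 284 (129 higher, 155 lower, against 315 and 215), both 88 (41 and 47, against 131 and 65), line difference 355. Size ratio in SUDHL-4 0.4304. Quantile: EtOH SUDHL-4 139, both 34. INK128 SUDHL-2 823, line difference 1048. Size ratio in SUDHL-4 0.3712. No filter: EtOH SUDHL-2 1476, line difference 455. INK128 both 126. Called list tests 92 against 56. Probes on every array: EtOH SUDHL-4 32, line difference 375. INK128 SUDHL-2 330, study's thresholds 187, line difference 290. EtOH minus INK128 in SUDHL-2 550. Size ratio in SUDHL-4 0.368. Each probe changed (added), among the 2790 genes with over 1 probe: EtOH 136 and 2, INK128 23 and 224 (SUDHL-2 and SUDHL-4), where the mean of the probes of the same genes gives 516 and 9, and 79 and 488. Probe by probe (added), as EtOH, INK128 and shared: limma with probes on every array 471, 763 and 45, on every array of a group 629, 869 and 54, on any array 631, 871 and 54, and with all probes 326, 681 and 26. A normal test in the same order gave 364, 676 and 33, then 455, 773 and 38, then 457, 775 and 38, then 457, 753 and 36. A pooled-variance test gave 183, 75 and 2, then 151, 93 and 2, then 99, 67 and 0 (33 shared at an unadjusted p under 0.05), then 0, 0 and 0 with all probes (419, 744 and 33 unadjusted).

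Results that turned were the respiratory chain list with EtOH in SUDHL-4 without a filter (adjusted p = 0.915) and, with probes on every array in SUDHL-2 with EtOH, RPL8 (0.06), NOC4L (0.424) and CDK2 (0.0563), where fewer probes enter the mean. With the replicate number of the titles as a block, the EtOH line difference was 1489. Beside the calls given with their results, SARS1 in SUDHL-2 (adjusted p = 0.0954) and MRPL52 in SUDHL-4 (0.0523) ended, and no other EtOH call of a named gene or list changed. The number in the sample names, which differs from the titles for some EtOH and water arrays, gave 0 in SUDHL-4, 0 in both lines (limma, 3186 and 940 unadjusted) and a line difference of 1436 as a block. The INK128 arrays share only a number, with pair correlations as low as -0.21 in SUDHL-2 and -0.31 in SUDHL-4, so not each array correlates best with its own number. As a block it left each count of INK128 genes within 1.5 times. FKBP11 in SUDHL-2 gained a call (0.0322), and 6 named genes in SUDHL-2 and 3 in SUDHL-4 lost theirs, with no other named gene changed.

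Leaving out 1 array in turn gave, at the lowest and highest: INK128 SUDHL-2 170 (SUDHL-2 DMSO replicate 3) and 1023 (SUDHL-2 INK128 1). SUDHL-4 1373 (SUDHL-4 DMSO 3) and 2831 (SUDHL-2 INK128 1). Both 61 and 287 (same arrays as SUDHL-2). Study's thresholds 220 and 373 (SUDHL-2 INK128 1 and 3). Line difference 221 (SUDHL-4 DMSO 3) and 1189 (SUDHL-2 INK128 1). EtOH SUDHL-2 1048 (SUDHL-2 EtOH 2) and 2648 (SUDHL-4 EtOH 1). SUDHL-4 1 (SUDHL-4 water 1) and 174 (SUDHL-2 water 2). Both 0 (SUDHL-4 water 1, limma, 486 unadjusted) and 52 (SUDHL-2 water 2). Study's thresholds 46 (SUDHL-4 water 1) and 271 (SUDHL-4 EtOH 2). Line difference 309 (SUDHL-2 EtOH 2) and 1334 (SUDHL-4 EtOH 1). Shared 4 (SUDHL-4 water 3) and 17 (SUDHL-2 water 2). EtOH minus INK128 386 (SUDHL-2 EtOH 2) and 1187 (SUDHL-2 INK128 1) in SUDHL-2, 914 (SUDHL-4 water 3) and 1748 (SUDHL-2 INK128 1) in SUDHL-4. Called list tests 54 (SUDHL-2 DMSO 3) and 62 (SUDHL-4 water 2). The r between treatments 0.1345 (SUDHL-2 water 2) and 0.2752 (SUDHL-2 EtOH 2), and 0.1206 and 0.3013 (SUDHL-4 INK128 3 and 2). Between lines 0.1143 and 0.3611 (SUDHL-2 INK128 1 and 3) with INK128, 0.0979 and 0.436 (SUDHL-4 EtOH 1 and 3) with EtOH. Size ratio 1.06 and 1.6414 (SUDHL-2 INK128 1 and 3), and 0.3593 and 0.4894 (SUDHL-4 water 1, EtOH 2). Without an array of SUDHL-2 with EtOH, its lone array is assumed to vary like the other groups. Of 126 named calls with EtOH in SUDHL-2, 63 held with each array left out. Of 68 with INK128 in SUDHL-2, 25. Of 131 in SUDHL-4, 106. Of 19 with EtOH in SUDHL-4, 0 (limma, highest adjusted p 0.179).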

Differences from the paper's values

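Counts are at the study's thresholds in both lines, with limma as the test, since the study names none. For genes higher with EtOH the paper gives 120, and 63 were found here. Of the alternatives set before the data were examined, no filter (85) and the replicate block by title or by sample name (82 each) come within 1.5 times, and no other does. For genes lower with INK128 the paper gives 208, and 121 were found. Median centring (221), array weights (206), no filter (165), one entry per probe (165) and leaving out SUDHL-2 INK128 replicate 3 (156) or SUDHL-4 INK128 replicate 3 (154) come within 1.5 times, and no other does. For genes changed by both treatments the paper gives 45, and 12 were found; none of those alternatives comes within 1.5 times. Counting probe by probe on the deposited Z-scores, among probes detected on every array, gives 45, with 24 higher and 21 lower. That setting was chosen after seeing the values, as 1 of 12 tried, of which 7 came within 1.5 times (33 to 54 shared genes). None of the 12 brought all 3 totals of the paper within 1.5 times, and the setting with 45 gave 763 genes with INK128 and 471 with EtOH. Of 71 genes of Table S1 with a probe it leaves 11 uncalled, against 21 as reported here. For shared genes the paper shows about 24 higher and about 21 lower in Fig. 4A, read by eye, beside 7 and 5 here; array weights give 16 higher, which is within 1.5 times, and no other of those set before does for either.

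For the Z-ratios of Table S1 the values here are on its scale, from the mean of a gene's detected probes. For CDC25A the paper gives 0.84 and -0.01 with EtOH in SUDHL-2 and SUDHL-4 and -2.88 and -4.82 with INK128, beside -0.392, -1.07, -1.52 and -3.18 here. With probes on every array the values were 0.915, -2.62 and -4.73 for the first, the third and the last of these, and no alternative set before reached the second. For CDC42 the paper gives -1.38 and -0.56 with EtOH and -4.14 and -3.84 with INK128, beside -0.666, 0.229, -1.82 and -1.35 here. A detection p at or under 0.01 (-1.17) and probes on every array (-1.16) reach the first. Median centring (-0.0848), normexp (-0.0752) and leaving out SUDHL-4 EtOH replicate 3 (-0.384) or water replicate 1 (-0.154) reach the second. No other of those does, and none reaches the values with INK128. For YWHAZ the paper gives -4.63 and -2.61 with EtOH and -0.78 with INK128 in SUDHL-2, beside -2.33, -1.34 and 0.0168 here. None reaches the first, and leaving out SUDHL-4 EtOH replicate 2 reaches the second (-2.04). The last is reached by array weights (-0.9), median centring (-0.333), normexp (-0.0877), quantile normalization (-0.0556) and leaving out SUDHL-2 DMSO replicate 1 (-0.785) or INK128 replicate 1 (-0.036) or 2 (-0.196), and by no other. For LYN with EtOH in SUDHL-2 the paper gives 0.07, beside -0.144 here (Z-score over all probes and the deposited table 0.0682, median centring 0.282, no other). For TCL1B with INK128 in SUDHL-4 it gives 4.61, beside 4.01 here (Z-score over all probes and the deposited table 4.61, no filter 4.19, quantile 4.16, without DMSO replicate 2 4.13, no other). LYN and TCL1B have 1 probe each, so only the scaling separates their values. For CDC25A, CDC42 and YWHAZ 1 of several probes reaches the paper's value in each of these cases, a setting chosen after seeing the values: the probe was picked because it matches the table, so the match is no independent evidence, and no calls were made with it.

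The paper names 10 genes as changed in both lines. Of these FKBP4, MARS1, TCL1A, TCL1B, LYN and CD27 passed an adjusted p under 0.05 in both with INK128, and the other 4 did not. At the study's thresholds FKBP11 passed in both as well. CDC25A, CDC42 and YWHAZ did not as the mean of their probes, with Z-ratios over the genes tested. On the scale of Table S1 the Z-ratios of CDC25A with INK128, -1.52 and -3.18, lie beyond 1.5 in both lines. The 1 probe of each that matches Table S1 also lies beyond 1.5 in both lines. It gave -2.88 and -4.82 for CDC25A and -4.14 and -3.84 for CDC42 with INK128, and -4.63 and -2.61 for YWHAZ with EtOH. Averaging the probes thus bears on whether these 3 genes pass. At an adjusted p under 0.05 FKBP11 missed in SUDHL-2 (0.0527), where it was called with median centring (0.0235), all 23 arrays (0.00542), array weights (0.000232), either replicate block (0.0322) or without INK128 replicate 3 (0.0235). CDC42 with INK128 passed in neither line as the mean of its probes, though 1 of its 3 probes passed in both (adjusted p = 0.0274 and 0.00243). The mean passed with all 23 arrays (0.0394 in SUDHL-2, 0.027 in SUDHL-4) and array weights (0.0221, 0.000703) in both, and with quantile normalization (0.0278), normexp (0.0198), the line alone (0.0409) or without SUDHL-2 INK128 replicate 3 (0.0299) in SUDHL-4. CDC25A passed in SUDHL-4 only, and in SUDHL-2 with array weights (0.0394). YWHAZ with EtOH passed in SUDHL-2 only, and no setting called it in SUDHL-4, though the difference between the lines did not pass (-0.44, adjusted p = 0.127). The paper states that EtOH changed fewer mRNAs than INK128. At its thresholds this held (176 and 299 in both lines), and at an adjusted p under 0.05 it held in SUDHL-4 (57 with EtOH and 2260 with INK128) and for genes changed in both lines (19 and 196), while in SUDHL-2 EtOH changed 2367 genes and INK128 530. The order in SUDHL-2 depends on the fit: 1 fit of all 23 arrays gave 1470 with EtOH and 1494 with INK128, and array weights gave 4088 with INK128. The Z-ratio cut scales with each comparison's own SD of fold changes, so counts at the study's thresholds are not on 1 scale. The paper states that EtOH left FKBP11, MARS, CDC25A, TCL1A and LYN with little change, and none of them passed with EtOH here as the mean of its probes, though 1 of 2 probes of CDC25A passed in SUDHL-2 (-0.45, adjusted p = 0.0232; the other 0.23, adjusted p = 0.147). MARS1 was called in SUDHL-2 with median centring (0.031) or without SUDHL-4 EtOH replicate 1 (0.0403), and TCL1A there without the same array (0.0402).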

Other observations

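MHC class II genes, which present peptides to helper T cells, rose with INK128 in SUDHL-4, where 9 of 20 rose and 1 fell (15 and 2 adjusted over the list alone, adjusted p = 6.27e-09, limma's camera, and adjusted p = 0.0853 with an estimated correlation). HLA-DMB rose by 1.31 on the log2 scale (SE 0.12, adjusted p = 2.96e-05) and HLA-DOA by 1.23 (SE 0.11, adjusted p = 3.54e-05). In SUDHL-4 with EtOH the list had a median of 0.22, with none of its genes called (limma; 10 higher at an unadjusted p under 0.05, 8 adjusted over the list alone; adjusted p = 4.26e-06, and adjusted p = 0.0893 with an estimated correlation). Of the class I list, HLA-B rose by 1.61 with INK128 in SUDHL-4 (adjusted p = 0.00011), though the list was not called (adjusted p = 0.227). Among NF-kB targets with INK128, TNF and IL6 fell in SUDHL-2 by 1.29 (SE 0.11, adjusted p = 8.69e-05) and 0.88 (adjusted p = 0.00255), with 5 of 30 lower and 1 higher (median -0.15, adjusted p = 0.00192, and adjusted p = 0.184 with an estimated correlation; adjusted p = 0.0877 with probes on every array). In SUDHL-4 8 rose and 1 fell (median 0.08, adjusted p = 0.0204, and adjusted p = 0.318 with an estimated correlation), led by LTB at 3.26 (SE 0.21, adjusted p = 5.26e-06). Cholesterol synthesis genes were lower with INK128 in SUDHL-4 (8 lower and 1 higher of 19, median -0.40, adjusted p = 0.0294, and adjusted p = 0.154 with an estimated correlation), with HMGCS1 at -0.76 (adjusted p = 0.00465); the list's call ended with quantile normalization (0.0825), normexp (0.0807) or without SUDHL-4 INK128 replicate 1 (0.0853) or SUDHL-2 DMSO replicate 1 (0.0502). The gene ACSS2, which makes acetyl-CoA from acetate, rose by 0.82 with EtOH in SUDHL-2 (SE 0.08, adjusted p = 0.000105); the 8 measured genes of ethanol metabolism were not called as a list (adjusted p = 0.243 and 0.134).

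Mitochondrial mRNAs fell with INK128 in SUDHL-4. Of 75 mitochondrial ribosomal proteins 24 fell (28 adjusted over the list alone, median -0.39, adjusted p = 6.83e-10, and adjusted p = 0.0693 with an estimated correlation), such as MRPS17, by 1.23 (SE 0.18, adjusted p = 0.00069). Of 69 respiratory chain genes 15 fell (24 adjusted over the list alone, adjusted p = 6.6e-08, and adjusted p = 0.397 with an estimated correlation), such as COX7B, by 1.16 (SE 0.18, adjusted p = 0.00098). In SUDHL-2 the mitochondrial ribosomal list had a median of -0.07 (adjusted p = 0.0294, and adjusted p = 0.33 with an estimated correlation), a call that ended with normexp (0.173), quantile normalization (0.128), probes on every array (0.0881), the deposited score table (0.148), and without DMSO replicate 2 (0.145) or 3 (0.0705) or INK128 replicate 1 (0.0518) or 2 (0.152). The proteasome list was lower in SUDHL-2 and SUDHL-4 (4 of 28 genes lower in SUDHL-4, adjusted p = 0.000177 and 0.000108, and adjusted p = 0.116 and 0.109 with an estimated correlation); PSMB5, a catalytic subunit, fell by 1.09 in SUDHL-4 (SE 0.16, adjusted p = 0.00061). Glycolysis genes fell too (2 and 5 of 18, medians -0.32 and -0.33, adjusted p = 0.00153 and 0.00511, and adjusted p = 0.329 and 0.397 with an estimated correlation), the SUDHL-2 call not without INK128 replicate 1 (0.221). Small nuclear and nucleolar RNAs were lower as a list in all 4 comparisons, with 12 of 111 lower in SUDHL-2 and 23 lower and 2 higher in SUDHL-4 with INK128, 17 lower in SUDHL-2 with EtOH, and none called in SUDHL-4 with EtOH (limma; 20 lower at an unadjusted p under 0.05, median -0.10) (adjusted p from 2.92e-09 to 4.46e-06; adjusted p from 0.184 to 0.33 with an estimated correlation), such as SNORD3D, by 1.32 with INK128 in SUDHL-2 (SE 0.15, adjusted p = 0.0012). GAPDH, the loading control of the study, had values of -0.45 and -0.34 with INK128 and 0.14 and -0.13 with EtOH in SUDHL-2 and SUDHL-4 (adjusted p from 0.413 to 0.666); 1 of its 3 probes fell by 0.79 with INK128 in SUDHL-4 (adjusted p = 0.0117; -0.66, adjusted p = 0.0725 in SUDHL-2), the others giving -0.38 and 0.17 there.

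Of the tests in this part, that of an array state shared across treatments and that of a single EtOH array on genes picked with the other array were chosen only after the result was seen; before the test of single probes was written, the probes of YWHAZ, CDC42 and CDC25A had been seen. In SUDHL-2 with EtOH, 225 genes with over 1 detected probe had a probe that fell by over 1 on the log2 scale with an adjusted p under 0.05 (median of the lowest probes -1.42), while the median of their 339 other probes was -0.0624, and 26.8% of those changed the same way. For the falls with INK128 in SUDHL-4 the other probes of 50 genes had a median of -0.87 beside -1.20 (54.3% changed the same way). A candidate explanation for these strong falls is thus a signal of single probes and not of the whole transcript, such as 1 isoform or 1 end of it. Over the 266 genes whose averaged probes fell by over 1, the smaller of the EtOH arrays' median changes was -1.3823 and the other -1.53, but these genes were chosen by the mean of the same arrays. Of genes picked with EtOH replicate 1 and water replicate 1 (117 genes, median -1.57), the other EtOH array had a median of -1.53 against the other water arrays, and of 135 picked with EtOH and water replicate 2 (-1.49) it was -1.35 in replicate 1. The smaller share, 0.9049, argues against a single EtOH array. A state of the arrays that is not due to EtOH cannot be told apart from EtOH: over the same genes the SUDHL-4 EtOH arrays had medians of -0.70, 0.0182 and -0.14, and SUDHL-2 INK128 replicate 1 had -0.38.

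Other splits of the arrays were counted for the results below. Chance in both lines at once can be excluded for the INK128 genes in both lines (1 of 100 splits, real 196, highest other 0). The same holds at the study's thresholds (1 of 100, real 299, highest other 172), where the 83 splits that kept neither line's treatment apart gave 0. Chance in 1 line beside a true response of the other is not excluded, since the splits within a line are too few. For the lists called the same way in both lines with INK128, only the real split of the 100 gave as many. It gave 14, with 12 as the highest other, adjusted over the INK128 tests alone. Adjusted over the EtOH tests as well, as the lists are elsewhere, it gave 13, and the highest other was 12. Another grouping of the arrays thus called nearly as many lists, so chance is not excluded for them. For EtOH minus INK128 in SUDHL-4 chance cannot be excluded (5 of 100 splits as large, real 1354, highest other 2035). The 4 others all kept the INK128 arrays of SUDHL-4 apart from DMSO, a structure of the samples, so the response to INK128 alone can give as many, and the 83 splits that kept neither treatment apart gave 0. Within a line the 10 splits are too few for a share under 0.05. The real values were 530 for INK128 in SUDHL-2, 2260 for INK128 in SUDHL-4 and 57 for EtOH in SUDHL-4, and the highest other was 0 in each (limma; 1 of 10 splits as large). Among the EtOH splits in SUDHL-4 that part all 3 pairs of the title numbers, the other 3 gave 0 genes.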
